# Dual EZH2 and G9a inhibition suppresses multiple myeloma cell proliferation by regulating the interferon signal and IRF4-MYC axis

**DOI:** 10.1038/s41420-020-00400-0

**Published:** 2021-01-12

**Authors:** Kazuya Ishiguro, Hiroshi Kitajima, Takeshi Niinuma, Reo Maruyama, Naotaka Nishiyama, Hitoshi Ohtani, Gota Sudo, Mutsumi Toyota, Hajime Sasaki, Eiichiro Yamamoto, Masahiro Kai, Hiroshi Nakase, Hiromu Suzuki

**Keywords:** Myeloma, Targeted therapies

## Abstract

Epigenetic mechanisms such as histone modification play key roles in the pathogenesis of multiple myeloma (MM). We previously showed that EZH2, a histone H3 lysine 27 (H3K27) methyltransferase, and G9, a H3K9 methyltransferase, are potential therapeutic targets in MM. Moreover, recent studies suggest EZH2 and G9a cooperate to regulate gene expression. We therefore evaluated the antitumor effect of dual EZH2 and G9a inhibition in MM. A combination of an EZH2 inhibitor and a G9a inhibitor strongly suppressed MM cell proliferation in vitro by inducing cell cycle arrest and apoptosis. Dual EZH2/G9a inhibition also suppressed xenograft formation by MM cells in vivo. In datasets from the Gene Expression Omnibus, higher *EZH2* and *EHMT2* (encoding G9a) expression was significantly associated with poorer prognoses in MM patients. Microarray analysis revealed that EZH2/G9a inhibition significantly upregulated interferon (IFN)-stimulated genes and suppressed IRF4-MYC axis genes in MM cells. Notably, dual EZH2/G9a inhibition reduced H3K27/H3K9 methylation levels in MM cells and increased expression of endogenous retrovirus (ERV) genes, which suggests that activation of ERV genes may induce the IFN response. These results suggest that dual targeting of EZH2 and G9a may be an effective therapeutic strategy for MM.

## Introduction

Multiple myeloma (MM) is an incurable disorder caused by monoclonal proliferation of abnormal plasma cells, resulting in hypercalcemia, renal failure, anemia, and bone lesions. MM accounts for 1.8% of all cancers and 18% of blood cancers, and will cause an estimated 12,830 deaths in the United States in 2020^1^. Because immune surveillance is disrupted in MM, immunotherapies, including immunomodulatory drugs (IMiDs; thalidomide, lenalidomide, and pomalidomide) and monoclonal antibodies (elotuzumab and daratumumab), are the primary approach to treatment of MM. In addition, the effectiveness of immune check point inhibitors such as nivolumab and pembrolizumab has also been tested in a number of clinical trials^2^.

Evidence now suggests that epigenetic alterations, including aberrant DNA methylation and histone modifications, are involved in the pathogenesis of MM and that their plasticity makes them promising therapeutic targets^3^. For example, when combined with bortezomib and dexamethasone, the histone deacetylase (HDAC) inhibitor panobinostat is reportedly effective in patients with relapsed/refractory MM^4^. In addition, the efficacies against MM of a number of epigenetic drugs, including a DNA methyltransferase (DNMT) inhibitor (Azacitidine), a BET inhibitor (CPI-0610), and HDAC inhibitors (Vorinostat, Belinostat and CI-994), as well as a combination of DNMT and HDAC inhibitors (Azacitidine plus phenylbutyrate) have been tested in clinical trials^3,5^.

Histone methylation plays essential roles in the regulation of gene expression. For instance, methylation of histone H3 lysine 4 (H3K4), histone H3 lysine 36 (H3K36), and histone H3 lysine 79 (H3K79) is generally associated with transcriptional activation, while methylation of histone H3 lysine 9 (H3K9), histone H3 lysine 27 (H3K27) and histone H4 lysine 20 (H4K20) is associated with gene silencing^6^. Dysregulation of histone methylation is deeply involved in the pathogenesis of MM, and recent preclinical studies have demonstrated the antimyeloma effects of inhibitors of EZH2, a H3K27 methyltransferase^7–9^, and DOT1L, a H3K79 methyltransferase^10,11^. Indeed, as a result of its promising efficacy against MM, patients with relapsed or refractory MM were recently recruited for a phase I clinical trial of the EZH2 inhibitor, GSK126 (also known as GSK2816126)^12^.

We recently evaluated the antimyeloma effects of a series of inhibitors of histone methylation modifiers, and found that both EZH2 and a H3K9 methyltransferase, G9a, are potential therapeutic targets in MM^10^. Recent studies showed that EZH2 and G9a act cooperatively to suppress gene expression in mouse embryonic stem cells and human fibroblasts^13,14^. In breast cancer cells, an epigenetic factor, CDYL2, recruits EZH2 and G9a to repress expression of the tumor suppressive microRNA gene *MIR124* and to promote cancer cell migration, invasion, and stemness^15^. These reports suggest that dual targeting of EZH2 and G9a may be an effective cancer treatment strategy, although crosstalk between EZH2 and G9a has not been studied in MM. In the present study, we evaluated the effectiveness of single and dual inhibition of these histone methyltransferases in MM.

## Results

### Dual inhibition of EZH2 and G9a exerts a strong antitumor effect in MM

To determine whether EZH2 and G9a could be potential therapeutic targets in MM, we first treated 6 MM cell lines with the EZH2 inhibitor GSK126 (1 μM), the G9a inhibitor UNC0638 (1 μM), or GSK126 + UNC0638 (1 μM each) for 3 or 6 days (1 μM) (Fig. 1A). Subsequent cell viability assays revealed that treatment with the respective agents moderately suppressed proliferation of three cell lines (RPMI-8226, MM.1S, and KMS-11) in a time dependent manner, while the combination of the two inhibitors exerted stronger effects (Fig. 1A). We observed similar results in KMS-12PE cells, though the response was more limited. The remaining two cell lines (U-266 and KMS-12BM) were resistant to these treatments (Fig. 1A).

**Fig. 1:**
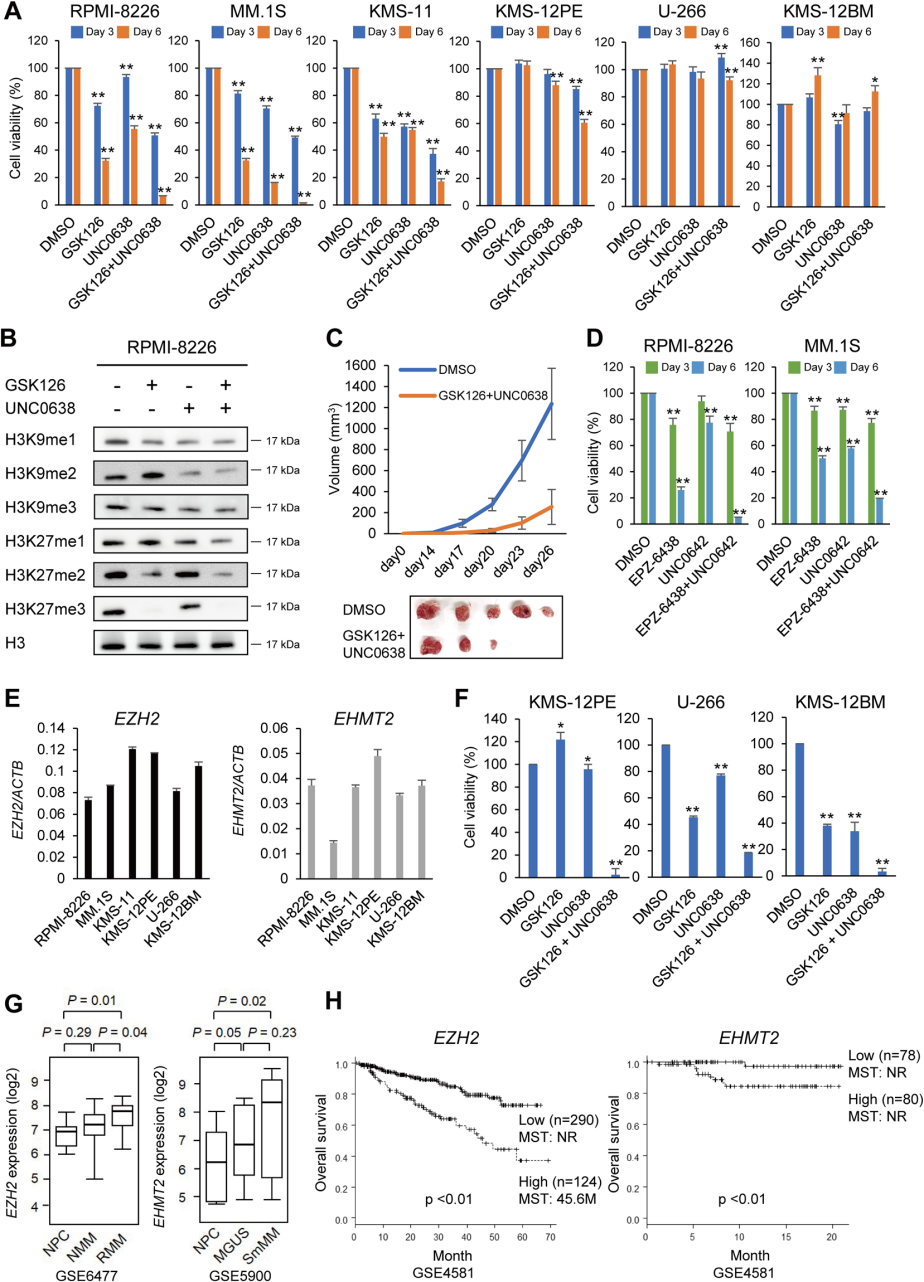
Antitumor effects of EZH2 and G9a inhibition in MM. **A** Effects of an EZH2 inhibitor (GSK126) and/or a G9a inhibitor (UNC0638) on MM cell viability. Shown are summarized cell viability assays in MM cell lines treated with the indicated drugs (1 μM each) for 3 or 6 days. Results are normalized to cells treated with DMSO. The data are presented as means of three biological replications; error bars represent standard errors of the mean (SEMs). **B** Western blot analysis of H3K9 and H3K27 methylation in RPMI-8226 cells treated with the indicated inhibitors (1 μM each, 6 days). **C** Tumor growth in mice injected with RPMI-8226 cells pretreated with DMSO or GSK126 + UNC0638 (1 μM each). Growth curves are presented as means of five biological replications. Resected tumors are shown below. **D** Results of cell viability assays using indicated MM cell lines treated with an EZH2 inhibitor (EPZ-6438, 1 μM) and/or a G9a inhibitor (UNC0642, 1 μM). Shown are means of three biological replications; error bars represent SEMs. **E** qRT-PCR analysis of *EZH2* and *EHMT2* in the indicated MM cell lines. Results are normalized to *ACTB* expression. Shown are means of three technical replications; error bars represent SEMs. **F** Results of cell viability assays of MM cell lines treated for 14 days with the indicated drugs (1 μM each). Shown are means of five biological replications; error bars represent SEMs. **G** Comparison of *EZH2* mRNA expression among normal plasma cells (NPC, *n* = 15), newly diagnosed MM (NMM, *n* = 69) and relapsed MM (RMM, *n* = 28) (left), and *EHMT2* mRNA expression among normal plasma cells (NPC, *n* = 22), monoclonal gammopathy of undetermined significance (MGUS, *n* = 44) and smoldering multiple myeloma (SmMM, *n* = 12) (right) using the indicated datasets. **H** Kaplan–Meier curves showing the effect of *EZH2* or *EHMT2* expression on overall survival of newly diagnosed MM patients from the indicated datasets. MST mean survival time, NR not reached. *P < 0.05, **P < 0.01.

Reductions in the levels of histone methylation induced by the drug treatments were confirmed by western blot analyses using antibodies specific for mono-methylated, di-methylated, and tri-methylated H3K9 and H3K27 (H3K9me1/me2/me3 and H3K27me1/me2/me3) in three sensitive cell lines (RPMI-8226, MM.1S, and KMS-11). (Fig. 1B and Supplementary Fig. S1A). With those drug treatments, we also confirmed reductions of H3K9me2 and H3K27me3 in two resistant cell lines (KMS-12PE and KMS-12BM) (Supplementary Fig. S1B). In addition, ex vivo treatment with GSK126 + UNC0638 significantly diminished xenograft formation by MM cells in SCID mice (Fig. 1C). To confirm the specificity of the drug targets, we treated MM cells with another set of inhibitors against EZH2 (EPZ-6438) and G9a (UNC0642). Again, the combination of the two agents (1 μM each) exerted stronger antiproliferative effects than either agent alone (Fig. 1D).

To clarify whether levels of EZH2 and G9a expression are associated with the sensitivity to inhibitors, we performed qRT-PCR with *EZH2* and *EHMT2* (encoding G9a) and western blot analyses. We found that levels of the mRNA and protein expression varied among the MM cell lines and were not consistent with the drug sensitivities (Fig. 1E and Supplementary Fig. S2). Because it takes relatively long times for epigenetic drugs to exert their antitumor effects, we next treated the resistant cell lines (KMS-12PE, U-266, and KMS-12BM) with GSK126 and UNC0638 for 14 days. The extended treatment significantly enhanced the antiproliferative effects, and dual inhibition of EZH2 and G9a exerted stronger effects than inhibition of either enzyme alone (Fig. 1F). These findings suggest that the sensitivities of MM cells to the dual inhibition vary among cell lines, and that the antiproliferative effect is generally time-dependent.

Analysis using datasets from the Gene Expression Omnibus revealed that *EZH2* expression levels were significantly higher in relapsed MM (RMM) patients than in normal plasma cells (NPCs) or newly diagnosed MM (NMM) patients (Fig. 1G). Levels of *EHMT2* expression were also higher in monoclonal gammopathy of undetermined significance (MGUS), and smoldering MM (SmMM) patients than in NPCs (Fig. 1G). Moreover, higher levels of *EZH2* or *EHMT2* expression were significantly associated with poorer overall survival in newly diagnosed MM patients (Fig. 1H).

Cell cycle analysis revealed that treatment with GSK126 + UNC0638 (1 μM each, 6 days) increased the sub-G1 and G0/G1 phase populations and decreased the S phase population in MM cells (Fig. 2A). In addition, induction of apoptosis by the dual inhibitor treatment was further confirmed by Annexin V staining assays (Fig. 2B). These results suggest that dual inhibition of EZH2 and G9a exerts antimyeloma effects by inducing cell cycle arrest and apoptosis.

**Fig. 2:**
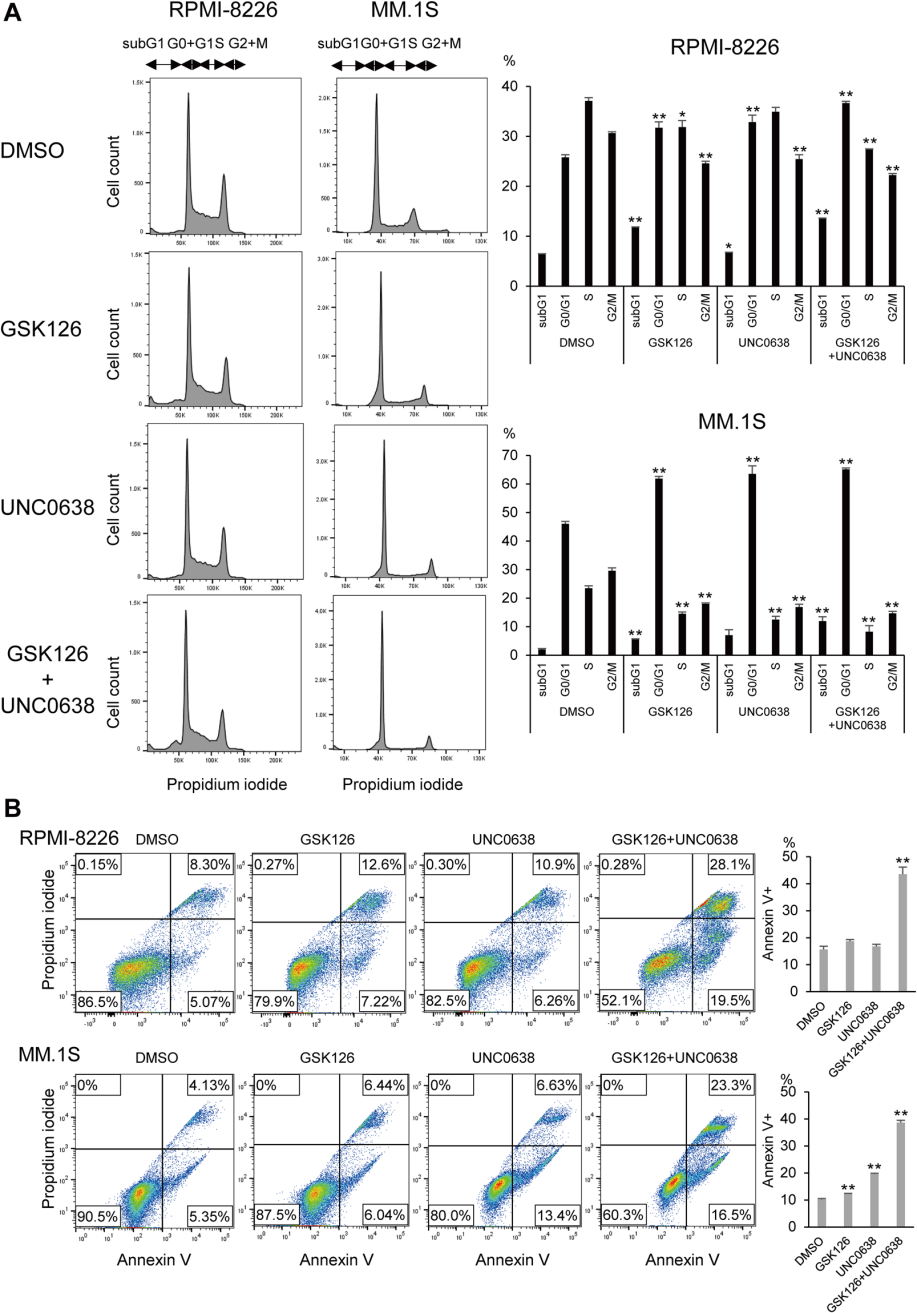
Effects of EZH2 and G9a inhibitors on the cell cycle and apoptosis in MM cells. **A** Cell cycle analysis in MM cell lines treated with the indicated drugs (1 μM, 6 days). Representative data are shown on the left. Summarized data from three biological replications are shown on the right; error bars represent SEMs. **B** Apoptosis assays in MM cells treated with the indicated drugs (1 μM, 6 days). Representative data are shown on the left. Summarized data from three biological replications are shown on the right; error bars represent SEMs. *P < 0.05, **P < 0.01.

### Dual inhibition of EZH2 and G9a activates IFN signaling and blocks the IRF4-MYC axis in MM cells

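RPMI-8226 and MM.1S are established human multiple myeloma cell lines. GSK126 inhibits EZH2, the methyltransferase that trimethylates H3K27, and UNC0638 inhibits G9a (EHMT2), which methylates H3K9. For each cell line there were 4 groups of 2 biological replicates, cells given the solvent DMSO, GSK126, UNC0638 or both inhibitors, which makes 16 arrays in all. Each RNA sample was labelled with a single dye and hybridised to its own array, so every value is the brightness of a spot rather than a ratio of dyes. An array held 62976 spots, of which 4259 were controls, and the other 58717 carried 50599 different probes. A gene symbol was given for 46204 of these probes, over 32080 symbols, with probe positions on GRCh37. The deposited value of a spot is its intensity on a linear scale after the scanner software subtracted the background, and the arrays had not been normalized against each other. In RPMI-8226 cells between 46.5% and 49.7% of the spots of an array were well above background (median 47.9%), and in MM.1S cells between 49.9% and 52.8% (median 51.3%). The 75th percentile of the spot intensities of an array lay between 256 and 349 in RPMI-8226 cells (median 324) and between 431 and 477 in MM.1S cells (median 448). No spot was saturated, and between 220 and 358 spots per array were left out because the scanner software marked them as outliers. Each intensity was put on the log2 scale, the 75th percentile of its array was subtracted, and the spots of a probe were averaged. A probe was kept for a cell line when it was well above background on both arrays of at least 1 of the 4 groups, which left 23199 probes in RPMI-8226 cells and 25102 in MM.1S cells. A log2 fold change is the difference between the means of 2 arrays, and limma tested it in 1 model over the 8 arrays of a cell line, with Benjamini-Hochberg adjustment over the probes kept and a threshold of 0.05. Across these probes, which are not independent of each other, replicate arrays correlated with r between 0.985 and 0.991 in RPMI-8226 cells and between 0.993 and 0.995 in MM.1S cells. Where a probe was not well above background on either array of 1 group, the fold change is given as a lower bound, and where this held for both groups no fold change is given. The bound sets the mean of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the probe's own signal and the lowest signal among probes well above background, all as normalized log2 values. All arrays of a cell line were on 1 slide and in 1 scan, so slide and cell line cannot be told apart, and on both slides each treatment had its own column and each replicate number its own row. Scaling to a percentile removes any change that most probes share, and with 2 arrays per group the number of arrays limits the precision.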

To elucidate the mechanism underlying the antimyeloma effects of the dual inhibition of EZH2 and G9a, we performed gene expression microarray analysis using RPMI-8226 and MM.1S cells treated for 6 days with GSK126 (1 μM), UNC0638 (1 μM) or their combination (1 μM each) (Fig. 3A). We found that the effects of the combination treatment on gene expression profiles were greater than those of either agent alone (Fig. 3A and Supplementary Fig. S3). 

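Across the probes kept in RPMI-8226 cells, the SD of the log2 fold change against DMSO was 0.90 with GSK126 + UNC0638, 0.49 with GSK126 and 0.47 with UNC0638. The differences between replicate arrays alone would give SDs of 0.34, 0.36 and 0.32, if the groups deviated independently. Same-numbered arrays in RPMI-8226 cells deviated together, with r between 0.254 and 0.415, so these SDs overstate the noise there. In MM.1S cells the SD was 0.91 with the combination treatment, 0.47 with GSK126 and 0.62 with UNC0638, where replicate differences would give 0.23, 0.24 and 0.23. limma called 1671 probes higher and 1199 lower than DMSO with the combination treatment in RPMI-8226 cells, against 127 and 12 with GSK126 and 129 and 18 with UNC0638. In MM.1S cells it called 5567 probes higher and 7953 lower with the combination treatment, 1303 and 600 with GSK126, and 3219 and 4144 with UNC0638. Compared directly, the combination treatment differed from GSK126 at 592 probes and from UNC0638 at 787 in RPMI-8226 cells, and at 9312 and 3379 probes in MM.1S cells. The counts changed when single arrays were left out. Such a fit has 1 array in a group and fewer degrees of freedom, so it has less power whichever array is left out. A lower count or a lost call therefore need not mean that the array was unusual. In RPMI-8226 cells, without GSK126 replicate 1 limma called 0 probes for GSK126, with 1587 at an unadjusted p under the threshold, and without UNC0638 replicate 1 it called 13 for UNC0638. Without replicate 1 of the combination treatment it called 893 probes against DMSO, 224 against GSK126 and 237 against UNC0638. The MM.1S GSK126 count fell to 234 without GSK126 replicate 1 and the UNC0638 count to 3296 without UNC0638 replicate 2. The comparison of the combination treatment with UNC0638 fell to 152 probes without replicate 2 of the combination treatment, and that with GSK126 to 5632 without GSK126 replicate 2. With the replicate number as a block, RPMI-8226 cells gave 512 probes for GSK126, 419 for UNC0638 and 4759 for the combination treatment, and 1276 and 1579 for the combination treatment against each agent. For GSK126 in RPMI-8226 cells, keeping every probe in the test gave 20 probes in place of 139, and 1 fit over all 16 arrays gave 578. Scaled on the probes detected on all 16 arrays, a choice made after the data were seen, the share of calls that were higher with the combination treatment was 57.5% instead of 41.2% in MM.1S cells and 75.2% instead of 58.2% in RPMI-8226 cells. In MM.1S cells the same scaling moved the share from 43.7% to 59.8% with UNC0638 and from 68.5% to 83.4% with GSK126. For the combination treatment quantile normalization gave 44.2% in MM.1S cells and 50.9% in RPMI-8226 cells, and normexp background correction 40.6% and 50.2%. Normexp also lowered the share for GSK126 in MM.1S cells to 54.9%.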

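Of the 23199 probes kept in RPMI-8226 cells, 857 had a mean more than 2-fold above DMSO with GSK126, 675 with UNC0638 and 1936 with GSK126 + UNC0638, which correspond to 742, 581 and 1636 gene symbols. More than 2-fold below DMSO were 185, 241 and 809 probes, or 148, 209 and 614 gene symbols. These counts rest on the means of 2 arrays and carry no test. limma called 126, 126 and 1365 of the rises and 11, 18 and 484 of the falls. In 407, 367 and 843 of the rises and in 79, 103 and 215 of the falls, the dimmer group was not well above background on either array, and the lower bound itself passed 2-fold in 106, 114 and 617 of the rises and 3, 18 and 65 of the falls. Without GSK126 replicate 2, 488 probes fell with GSK126, and without DMSO replicate 1, 535 fell with UNC0638. Normexp background correction gave 155, 111 and 725 rises and 21, 22 and 209 falls, and no filter 1677, 1093 and 3427 rises and 590, 1012 and 1440 falls. An ANOVA over all probes above background on all 8 arrays, chosen after the values were seen, passed 1, 1 and 3 of the rises and 1, 0 and 1 of the falls, the 0 with 59 at an unadjusted p under the threshold. Probes called by limma were named by the size of the fitted change, which sets no order among those not well above background in a group. With the combination treatment the rises so named were HULC (at least 121-fold, chromosome 6 from 8653917 to 8653976), AGR2 (at least 92.4-fold), S100A8 (at least 73.1-fold), HBG1 (at least 40.2-fold) and S100A9 (at least 37.7-fold). Their adjusted p from limma lay between 2.72e-04 and 0.00399, and none of the 5 was well above background on either DMSO array. The falls named were LBH with a log2 fold change of -3.78 (limma adjusted p = 0.0444) and LEFTY2 with -3.67 (limma adjusted p = 0.00274), each well above background on 1 of the 2 treated arrays. Also named were CDC14C, which fell at least 10.9-fold, C1orf173, at least 6.33-fold, and OR2C1, at least 3.79-fold. The LBH call was lost without any of 7 of the 8 arrays, with an adjusted p of up to 0.139, and the C1orf173 call without any of 5, with an adjusted p of up to 0.114. Both were also lost without a filter on dim probes and with only the 2 groups compared in the fit, and LBH with the percentile over the probes detected on all arrays, a setting chosen after the data were seen.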

In RPMI-8226 cells, GSK126, UNC0638, and their combination upregulated (>2-fold) 168, 121, and 364 probe sets (151, 104, and 319 genes), while they downregulated (>2-fold) 37, 44, and 224 probe sets (24, 39, and 177 genes). 

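In MM.1S cells 25102 probes were kept. With GSK126, UNC0638 and GSK126 + UNC0638, respectively, 989, 1456 and 2673 of them had means more than 2-fold above DMSO, over 857, 1183 and 2143 gene symbols. Means more than 2-fold below DMSO were found for 185, 467 and 1591 probes, over 155, 383 and 1244 gene symbols. Of the rises, limma called 590, 1214 and 2537, and of the falls 76, 356 and 1480. Both groups were measured above background in 535, 773 and 1762 of the rises and in 96, 350 and 1367 of the falls. Without GSK126 replicate 1 the falls with GSK126 numbered 287. After normexp background correction the rises numbered 163, 336 and 1020 and the falls 32, 140 and 784. By the same rule, the rises named with the combination treatment were FCRL5 (at least 56.5-fold), FAM5B (at least 55.3-fold), CXCL13 (at least 34.6-fold), CFTR (at least 31.4-fold) and FCRL2 (at least 23.4-fold). The falls named were LOC643201 on chromosome 5 from 175600435 to 175600494, with a log2 fold change of -4.74 and 1 treated array above background, and SLC6A9 on chromosome 1 from 44462162 to 44462221, with -4.32. A probe of CHAC1 on chromosome 15 fell at least 10.9-fold and another fell by 3.91 on the log2 scale. XLOC_l2_012323, on chromosome 5 from 175602547 to 175602606 on the same strand as the LOC643201 probe, also fell by 3.91 on the log2 scale, with 1 treated array above background.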

Similar results were observed with MM.1S cells: 332, 573 and 1315 probe sets (301, 488, and 1107 genes) were upregulated (>2-fold), while 55, 262, and 1318 probe sets (44, 203 and 1002 genes) were downregulated (>2-fold) (Supplementary Fig. S3 and Supplementary Tables S2–S13). 

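The overlap between the cell lines was counted over the 21370 probes kept in both. With the combination treatment 1314 of these rose more than 2-fold in RPMI-8226 cells and 1563 in MM.1S cells, and 640 probes, over 555 gene symbols, rose in both. Independent lists of these sizes would share 96.1 probes (odds ratio 19.7, and a two-sided Fisher's exact p at the smallest value written, 1e-300). For falls the lists held 584 and 1375 probes, and 165 probes, over 119 gene symbols, fell in both against 37.6 for independent lists (odds ratio 6.37, Fisher's exact p = 1.13e-62). Probes are not independent of each other, so these p-values describe the overlap only. In opposite directions, 21 probes rose in RPMI-8226 cells and fell in MM.1S cells and 39 did the reverse, against 84.5 and 42.7 for independent lists. Requiring the change in both same-numbered pairs of arrays left 64 falls in common, normexp background correction left 203 rises and 58 falls, and requiring all 8 arrays of each cell line above background left 247 and 104. Shared changes were named by the smaller of the fitted changes in the 2 cell lines. UBD rose at least 21.1-fold in RPMI-8226 cells and at least 32.8-fold in MM.1S cells. IFI44L rose at least 11.6-fold and at least 21.4-fold, and CYP4F3 at least 7.90-fold and at least 10.1-fold. FCGR2C rose at least 13.2-fold in RPMI-8226 cells, and FCGR2A at least 9.53-fold in MM.1S cells. In RPMI-8226 cells the IFI44L call was lost without any of 3 of the 8 arrays (limma adjusted p of up to 0.0722) and the CYP4F3 call without any of 2 (up to 0.0743) and with only the 2 groups compared in the fit. Among shared falls, TERT on chromosome 5 from 1253305 to 1253364 fell by 2.61 on the log2 scale in RPMI-8226 cells (limma adjusted p = 0.0302) and by 3.35 in MM.1S cells (limma adjusted p = 1.25e-04). The TERT call in RPMI-8226 cells was lost without any of 5 of the 8 arrays, with an adjusted p of up to 0.122, without a filter on dim probes and with only the 2 groups compared in the fit. LOC643201 fell by 2.69 on the log2 scale in RPMI-8226 cells at the probe with the largest change, ASS1 by 2.33 and TEX19 by 2.28. In MM.1S cells TEX19 fell by 3.39, with 1 treated array above background, and ASS1 fell at least 3.32-fold.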

Among the genes affected by GSK126 + UNC0638, 115 upregulated probe sets (97 genes) and 38 downregulated probe sets (19 genes) were common to the two cell lines (Fig. 3B).

**Fig. 3:**
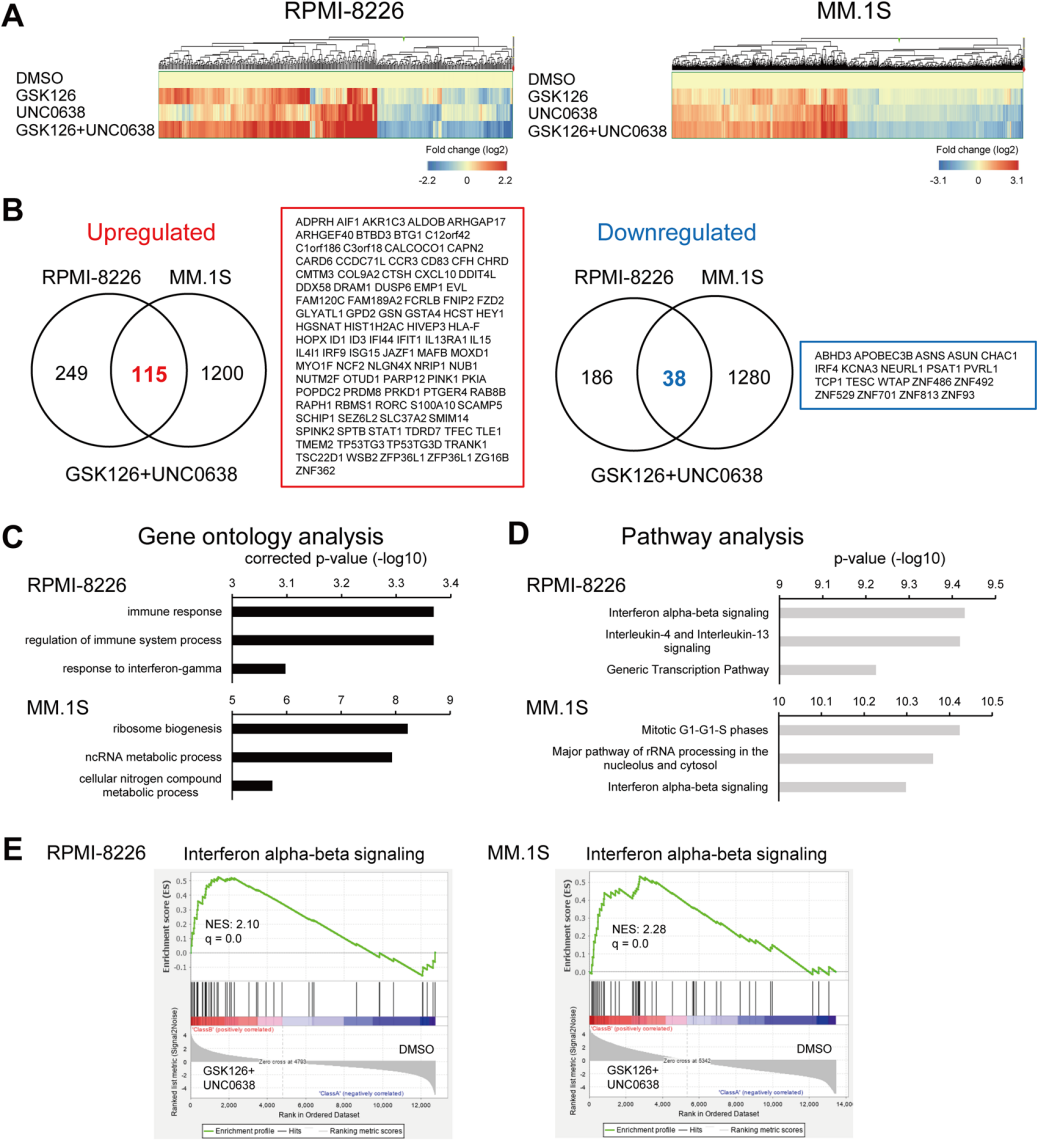
Analysis of gene expression in MM cells after EZH2 and G9a inhibition. **A** Heat maps for the genes whose expression was altered in MM cell lines by the indicated drugs (1 μM each, 6 days). Shown are means of two biological replications. **B** Venn diagrams of genes upregulated (left) or downregulated (right) by GSK126 + UNC0638 in two MM cell lines. Genes upregulated or downregulated in both cell lines are listed in boxes on the right. **C**, **D** Gene ontology (**C**) and pathway analyses (**D**) of genes altered by GSK126 + UNC0638 (>2-fold) in MM cell lines. **E** GSEA of the genes involved in interferon α and β signaling using the microarray data from the indicated MM cell lines treated with DMSO or GSK126 + UNC0638.

Gene ontology analysis revealed that genes associated with immune and interferon (IFN) responses were significantly enriched among the genes altered by GSK126 + UNC0638 in RPMI-8226 cells (Fig. 3C). 

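The gene ontology annotation was not used here. In its place, 43 interferon gamma response genes from a list written by hand were looked up, of which 36 were kept in RPMI-8226 cells with 1 probe each, the probe with the highest mean over the arrays. With GSK126 + UNC0638 their median log2 fold change was 0.74, against -0.10 over all 16018 genes tested, and 28 of the 36 were higher than in DMSO. More than 2-fold changes were seen in 15 genes upward and in 1 downward. The set test camera, with a preset correlation between genes of 0.01, gave an adjusted p of 1.38e-05.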

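A list of 60 IFN-α/β signaling genes was written by hand rather than taken from a pathway database. Like the other hand-written lists, it was written after the paper and its tables of fold changes from these arrays were read. Its tests are therefore not independent of these data. Of its genes, 55 were kept in RPMI-8226 cells and 58 in MM.1S cells. With GSK126 + UNC0638 the median log2 fold change of the list was 0.73 in RPMI-8226 cells, where 41 genes were higher than in DMSO (camera adjusted p = 1.52e-08), and 0.60 in MM.1S cells, where 45 were higher (camera adjusted p = 2.66e-08). GSK126 alone gave 0.44 in RPMI-8226 cells (camera adjusted p = 7.77e-13) and 0.22 in MM.1S cells (camera adjusted p = 2.54e-04). UNC0638 alone gave 0.48 in MM.1S cells (camera adjusted p = 4.30e-09). In RPMI-8226 cells UNC0638 gave a median of -0.02, a mean of 0.07 and a camera adjusted p of 0.998, and the median was 0.05 without UNC0638 replicate 1 and 0.03 without DMSO replicate 2. The difference between the cell lines was tested over the 60 genes as RPMI-8226 minus MM.1S. It was -0.42 for UNC0638 (camera adjusted p = 8.32e-09), 0.20 for GSK126 (camera adjusted p = 0.0114) and -0.03 for the combination treatment (camera adjusted p = 0.190). Without RPMI-8226 GSK126 replicate 1 the GSK126 difference was 0.12, with a camera adjusted p of 0.292. Over 7 gene lists, 3 treatments and 2 cell lines, camera passed the threshold in 30 of 42 tests, and the rotation test fry in 25, all of them among the 30. With the correlation between genes estimated from the 8 arrays, camera passed in 0 of the 42, with 8 at an unadjusted p under the threshold. Of the 21 tests of a difference between the cell lines, camera passed 16, fry 12 of those 16, and camera with an estimated correlation 0, with 5 at an unadjusted p under the threshold. fry gave an adjusted p of 0.205 for the GSK126 difference. For the combination treatment, the estimated correlation moved the IFN-α/β result most, to an adjusted p of 0.257 in RPMI-8226 cells and 0.154 in MM.1S cells, while fry gave 0.00716 and 1.58e-04.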

Pathway analysis also showed that IFN-α/β signaling was strikingly affected by dual EZH2/G9a inhibition in both cell lines. In addition, genes associated with the cell cycle (G1/G1-S phase) were significantly affected in MM.1S cells (Fig. 3D). 

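A list of 66 genes of the G1 phase and the G1-S transition was kept whole in both cell lines. In MM.1S cells 0 of the 66 were higher than in DMSO with GSK126 + UNC0638, and 30 fell more than 2-fold. The median log2 fold change was -0.97 (camera adjusted p = 1.26e-14), against -0.11 over all 16983 genes tested. UNC0638 alone gave -0.42 (camera adjusted p = 2.18e-10) and GSK126 alone -0.15 (camera adjusted p = 0.00228), the last with an adjusted p of 0.327 by fry. In RPMI-8226 cells the combination treatment gave -0.35 (camera adjusted p = 1.38e-05), with 6 of the 66 genes higher than in DMSO. GSK126 alone gave -0.08 (camera adjusted p = 0.0556), which became -0.19 (camera adjusted p = 1.29e-04) without DMSO replicate 2 and -0.02 (camera adjusted p = 0.805) without DMSO replicate 1. UNC0638 alone gave 0.00 (camera adjusted p = 0.801), with -0.10 without DMSO replicate 2 and 0.09 without DMSO replicate 1. The change with the combination treatment differed between the cell lines by 0.58, RPMI-8226 minus MM.1S (camera adjusted p = 5.20e-13). The difference was positive, a smaller fall or a rise in RPMI-8226 cells, for 64 of the 66 genes.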

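The genes were also ranked by log2 fold change, and the IFN-α/β list was scored with fgsea over 10000 permutations of genes. With the combination treatment the normalized enrichment score was 1.98 in RPMI-8226 cells over 16018 ranked genes (fgsea adjusted p = 7.85e-04) and 2.47 in MM.1S cells over 16983 (fgsea adjusted p = 7.68e-04). The permutations shuffle genes, not arrays, so these p-values describe the ranking and not the spread between replicates. More than 2-fold higher were 24 of the 55 genes in RPMI-8226 cells and 27 of the 58 in MM.1S cells, and 2 and 1 were more than 2-fold lower.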

The significant effects of the dual EZH2/G9a inhibition on the IFN-α/β signaling genes were further confirmed by GSEA (Fig. 3E). These results suggest that IFN signaling may be associated with the antimyeloma effect of EZH2/G9a inhibition.

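For each array the log2 signal relative to the 75th percentile was averaged over the IFN-α/β list. In RPMI-8226 cells the replicate arrays gave -0.23 and -0.05 with DMSO, 0.83 and 0.46 with GSK126, -0.13 and 0.01 with UNC0638, and 0.81 and 1.03 with GSK126 + UNC0638. In MM.1S cells they gave -0.71 and -0.69 with DMSO, -0.26 and -0.25 with GSK126, 0.11 and 0.23 with UNC0638, and 0.60 and 0.75 with the combination treatment. The direct comparison of the combination treatment with each agent was added after the data were seen, and run with camera's preset correlation only. In RPMI-8226 cells its median was 0.28 against GSK126 (camera adjusted p = 0.0235) and 0.75 against UNC0638 (camera adjusted p = 3.85e-13). In MM.1S cells it was 0.52 against GSK126 (camera adjusted p = 7.23e-10) and 0.19 against UNC0638 (camera adjusted p = 1.94e-05). From the enrichment of these genes in its ontology, pathway and GSEA results, the paper proposes a possible association of IFN signaling with the antimyeloma effect.

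**Figure D1:**
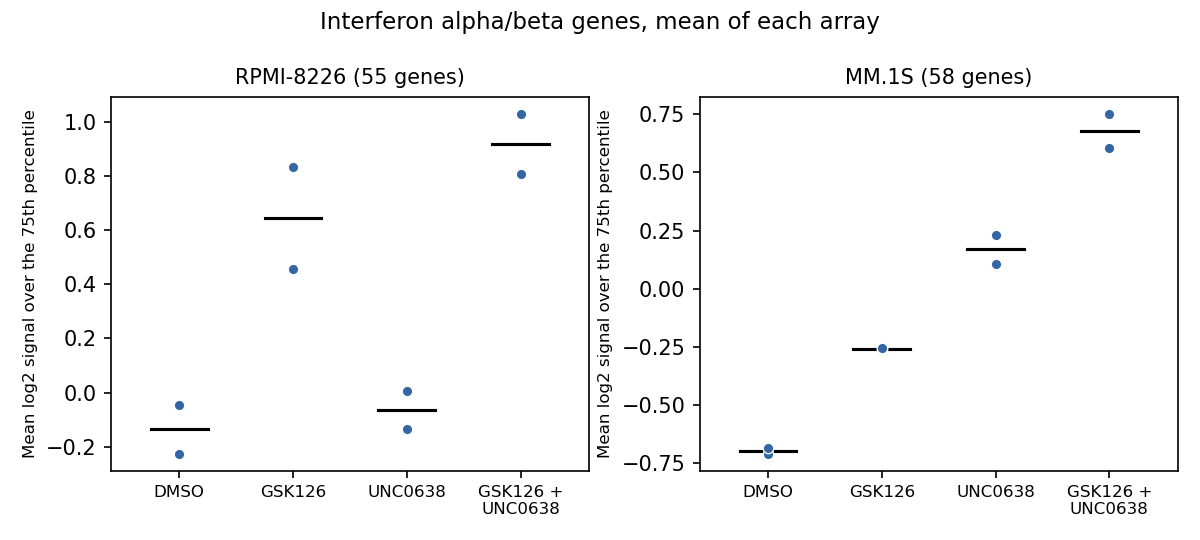
Mean log2 signal over the 75th percentile of each array, averaged over the IFN-α/β genes kept in RPMI-8226 cells (55 genes) and in MM.1S cells (58 genes), by treatment. Each point is 1 array and each bar the mean of the 2 replicates, which in RPMI-8226 cells are 0.83 and 0.46 with GSK126 and in MM.1S cells 0.60 and 0.75 with the combination treatment.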

The results of a microarray analysis of representative genes are shown in Fig. 4A. 

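OAS3, IFI6, IRF9, IFIT1 and ISG15 were read with 1 probe each. With GSK126 + UNC0638 in RPMI-8226 cells the log2 fold change was 2.82 for IFIT1 (SE 0.43, limma adjusted p = 0.0102), 2.53 for IFI6 (SE 0.43, limma adjusted p = 0.0158), 1.55 for ISG15 (SE 0.23, limma adjusted p = 0.00896) and 1.54 for IRF9 (SE 0.18, limma adjusted p = 0.00398). OAS3 was not well above background with DMSO and rose at least 5.97-fold (limma adjusted p = 0.0143). For MM.1S cells the values were 4.55 for IFIT1 (SE 0.33, limma adjusted p = 3.03e-04), 1.88 for ISG15 (SE 0.16, limma adjusted p = 4.51e-04), 1.65 for IFI6 (SE 0.22, limma adjusted p = 0.00159), 1.48 for IRF9 (SE 0.09, limma adjusted p = 2.15e-04) and 1.21 for OAS3 (SE 0.26, limma adjusted p = 0.00916). All of these were higher on both treated arrays than on both DMSO arrays. In RPMI-8226 cells the IFI6 call was lost without any of 4 of the 8 arrays (limma adjusted p of up to 0.0756), the OAS3 call without any of 2 (up to 0.0748) and the IFIT1 call without any of 2 (up to 0.0552). The OAS3 call in MM.1S cells was lost with 1 fit over 16 arrays (limma adjusted p = 0.0824, with between 0.00336 and 0.0824 over its alternatives). In RPMI-8226 cells GSK126 gave log2 fold changes between 0.89 for ISG15 and 1.43 for IFI6, and OAS3 rose at least 2.47-fold. Their unadjusted p from limma lay between 0.00149 and 0.0241 and the adjusted p between 0.117 and 0.367, so none of the 5 was called. None was called with UNC0638 there either, at an unadjusted p between 0.196 and 0.579 (adjusted between 0.766 and 0.923), with a log2 fold change of -0.28 for ISG15. In MM.1S cells UNC0638 raised all 5, from 0.92 for IFI6 (limma adjusted p = 0.0262) to 3.01 for IFIT1 (limma adjusted p = 0.00327). GSK126 raised ISG15 by 1.06 (limma adjusted p = 0.0212) and IFIT1 by 1.53 (limma adjusted p = 0.0483) there, and OAS3 was -0.34 (limma adjusted p = 0.430). Over the IFN-α/β list, limma called 21 of 55 genes higher with the combination treatment in RPMI-8226 cells, 4 with GSK126 and 0 with UNC0638, with 1 at an unadjusted p under the threshold for UNC0638. With the replicate number as a block these counts were 27, 7 and 0, the last with 5 at an unadjusted p under the threshold, and with a variance trend 28, 4 and 0. In MM.1S cells limma called 35 of 58 genes higher with the combination treatment, 16 with GSK126 and 30 with UNC0638. The combination treatment gave a higher mean than both single agents for 34 of the 55 genes and 41 of the 58. Against GSK126, limma called it higher for 0 of the 55, with 12 at an unadjusted p under the threshold and 2 called with the block, and against UNC0638 for 13. In MM.1S cells it was called higher for 30 of the 58 against GSK126 and for 17 against UNC0638.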

Consistent with the bioinformatics analyses, a series of IFN-stimulated genes (ISGs) were upregulated by GSK126 or UNC0638 in both RPMI-8226 and MM.1S cells, and GSK126 + UNC0638 exerted stronger effects than either inhibitor alone. Using qRT-PCR, we confirmed the expression of five ISGs: *OAS3*, *IFI6*, *IRF9*, *IFIT1*, and *ISG15*. In RPMI-8226 cells, these genes were significantly upregulated by GSK126 alone or GSK126 + UNC0638 (Fig. 4B). In MM.1S cells, the combination treatment had the strongest effect on most of the genes analyzed, while UNC0638 also upregulated multiple ISGs (Fig. 4B). Western blot analysis showed that GSK126 + UNC0638 upregulated levels of total and phosphorylated Stat1 in the two cell lines (Fig. 4C). Consistent with the qRT-PCR results, GSK126 or UNC0638 also upregulated total and phosphorylated Stat1 in RPMI-8226 and MM.1S cells, respectively (Fig. 4C). Induction of ISGs was confirmed with another set of inhibitors (EPZ-6438 and UNC0642), and again the combination treatment exerted stronger effects than either single agent (Fig. 4D and Supplementary Fig. S4). These results suggest that the dual inhibition of EZH2 and G9 activates IFN signaling in MM cells.

**Fig. 4:**
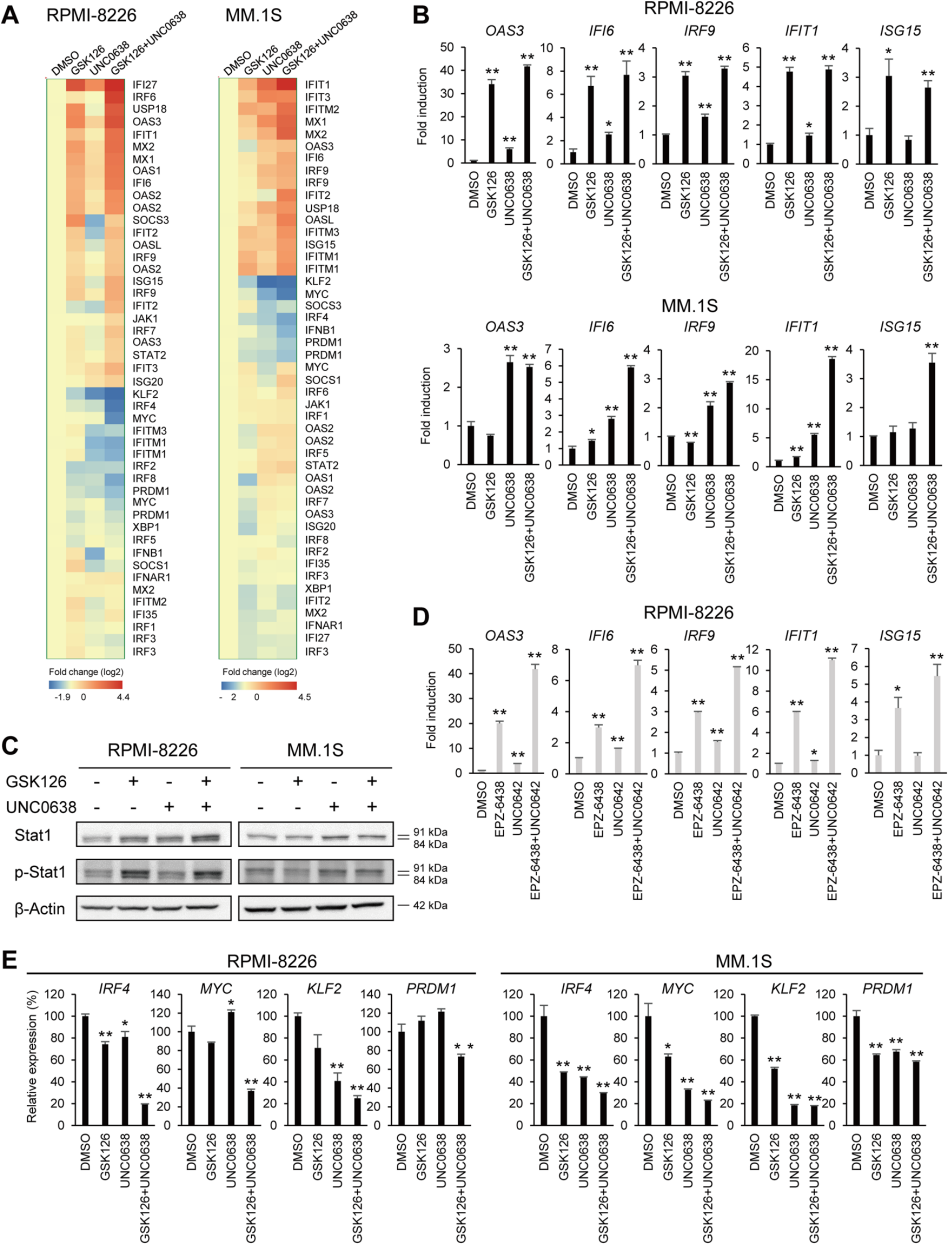
Upregulation of ISGs and suppression of IRF4-MYC axis genes by EZH2 and G9a inhibition in MM cells. **A** Heat maps for expression of ISGs and IRF4-MYC axis genes in MM cell lines treated with the indicated drugs (1 μM each, 6 days). **B** qRT-PCR analysis of ISGs. Results are normalized to cells treated with DMSO. Shown are means of three technical replications; error bars represent SEMs. **C** Western blot analysis of Stat1 and phosphorylated Stat1. **D** qRT-PCR analysis of ISGs in RPMI-8226 cells treated with EPZ-6438 and/or UNC0642. Results are normalized to cells treated with DMSO. Shown are means of three technical replications; error bars represent SEMs. **E** qRT-PCR analysis of IRF4-MYC axis genes. Results are normalized to cells treated with DMSO. Shown are means of three technical replications; error bars represent SEMs. *P < 0.05, **P < 0.01.

In contrast to the upregulation of other ISGs, *IRF4* was substantially downregulated by GSK126 + UNC0638 in both RPMI-8226 and MM.1S cells (Figs. 3B and 4A). 

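IRF4 was read by a probe on chromosome 6 of GRCh37 from 411002 to 411061. In RPMI-8226 cells its normalized log2 signal was 2.71 ± 0.26 (SD, n = 2) with DMSO and 1.00 ± 0.22 (SD, n = 2) with GSK126 + UNC0638. The log2 fold change was -1.70 (SE 0.19, limma adjusted p = 0.00316). In MM.1S cells the signal was 4.18 ± 0.05 (SD, n = 2) with DMSO and 2.99 ± 0.08 (SD, n = 2) with the combination treatment, a log2 fold change of -1.19 (SE 0.12, limma adjusted p = 7.34e-04). The change in RPMI-8226 minus that in MM.1S cells was -0.52, with an unadjusted p of 0.0443 and an adjusted p of 0.162 by limma's interaction test, so a difference between the cell lines was not called. UNC0638 alone gave -0.70 in MM.1S cells (limma adjusted p = 0.0107), which was not called without DMSO replicate 1 or without UNC0638 replicate 2 (adjusted p of up to 0.0571). GSK126 alone gave -0.46 there (limma adjusted p = 0.0762). In RPMI-8226 cells the single agents gave -0.27 with GSK126 (limma adjusted p = 0.660) and -0.43 with UNC0638 (limma adjusted p = 0.541).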

Survival of MM cells is dependent on IRF4, and we recently showed that inhibition of the histone methyltransferase DOT1L blocks MM cell proliferation by suppressing the IRF4–MYC axis^10,16^. Our microarray data revealed that genes involved in the IRF4–MYC axis (*IRF4*, *MYC*, *KLF2*, and *PRDM1*) were downregulated in cells treated with the inhibitors (Fig. 4A). Moreover, qRT-PCR confirmed that the dual EZH2/G9a inhibition strongly suppressed expression of the four IRF4–MYC axis genes in MM cells, and that treatment with either inhibitor individually also moderately suppressed their expression (Fig. 4E). Similarly, a combination of a second set of inhibitors (EPZ-6438 and UNC0642) also significantly downregulated these genes (Supplementary Fig. S5). 

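MYC was read on chromosome 8 from 128753268 to 128753327, KLF2 on chromosome 19 from 16438246 to 16438305 and PRDM1 on chromosome 6 from 106557662 to 106557721. In MM.1S cells the log2 fold change with the combination treatment was -1.71 for MYC (SE 0.12, limma adjusted p = 2.81e-04), -1.83 for KLF2 (SE 0.12, limma adjusted p = 2.18e-04) and -0.71 for PRDM1 (SE 0.11, limma adjusted p = 0.00287). UNC0638 alone gave -1.15 for MYC (limma adjusted p = 0.00287), -1.95 for KLF2 (limma adjusted p = 6.89e-04) and -0.40 for PRDM1 (limma adjusted p = 0.0399). GSK126 alone gave -0.21 for MYC (limma adjusted p = 0.299), -0.69 for KLF2 (limma adjusted p = 0.0274) and -0.32 for PRDM1 (limma adjusted p = 0.125). The PRDM1 call with UNC0638 was lost without any of 7 of the 8 arrays (adjusted p of up to 0.165), and the KLF2 call with GSK126 without any of 6 (up to 0.138).
In RPMI-8226 cells the combination treatment gave -0.60 for MYC (SE 0.18, limma adjusted p = 0.0799), -1.85 for KLF2 (SE 0.71, limma adjusted p = 0.134) and -0.39 for PRDM1 (SE 0.21, limma adjusted p = 0.257). Without replicate 2 of the combination treatment limma called MYC, at -0.84. With the replicate number as a block, KLF2 was called with the combination treatment (limma adjusted p = 0.00125) and with UNC0638 (limma adjusted p = 0.0127). A second MYC probe, dimmer and on chromosome 8 from 128748076 to 128748135, gave -1.48 (limma adjusted p = 0.00443), with 1 treated array above background, and a second PRDM1 probe gave -0.85 (limma adjusted p = 0.0380). With single agents MYC gave -0.18 for GSK126 (limma adjusted p = 0.767) and 0.05 for UNC0638 (limma adjusted p = 0.966), and KLF2 gave -0.61 (limma adjusted p = 0.801) and -1.50 (limma adjusted p = 0.60). PRDM1 gave -0.39 for GSK126 (limma adjusted p = 0.573) and -0.09 for UNC0638 (limma adjusted p = 0.948). For MYC limma's interaction test between the cell lines gave an adjusted p of 0.0216 for UNC0638 and 0.0103 for the combination treatment. The second MYC probe gave an interaction of the opposite sign for the combination treatment, -2.02 (limma adjusted p = 0.0178). It was not well above background on any MM.1S array, so that difference is not measured. Over all probes, limma called 1 of the 4 genes with the combination treatment in RPMI-8226 cells, and 3 when adjusted over the list alone, and with each single agent 0 by both. In MM.1S cells it called 1, 4 and 4 with GSK126, UNC0638 and the combination treatment over all probes, and 3, 4 and 4 when adjusted over the list alone. The paper takes this axis from earlier work and its text does not say whether the 4 genes were chosen on these arrays, so the counts over the list alone may not be independent evidence.

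**Figure D2:**
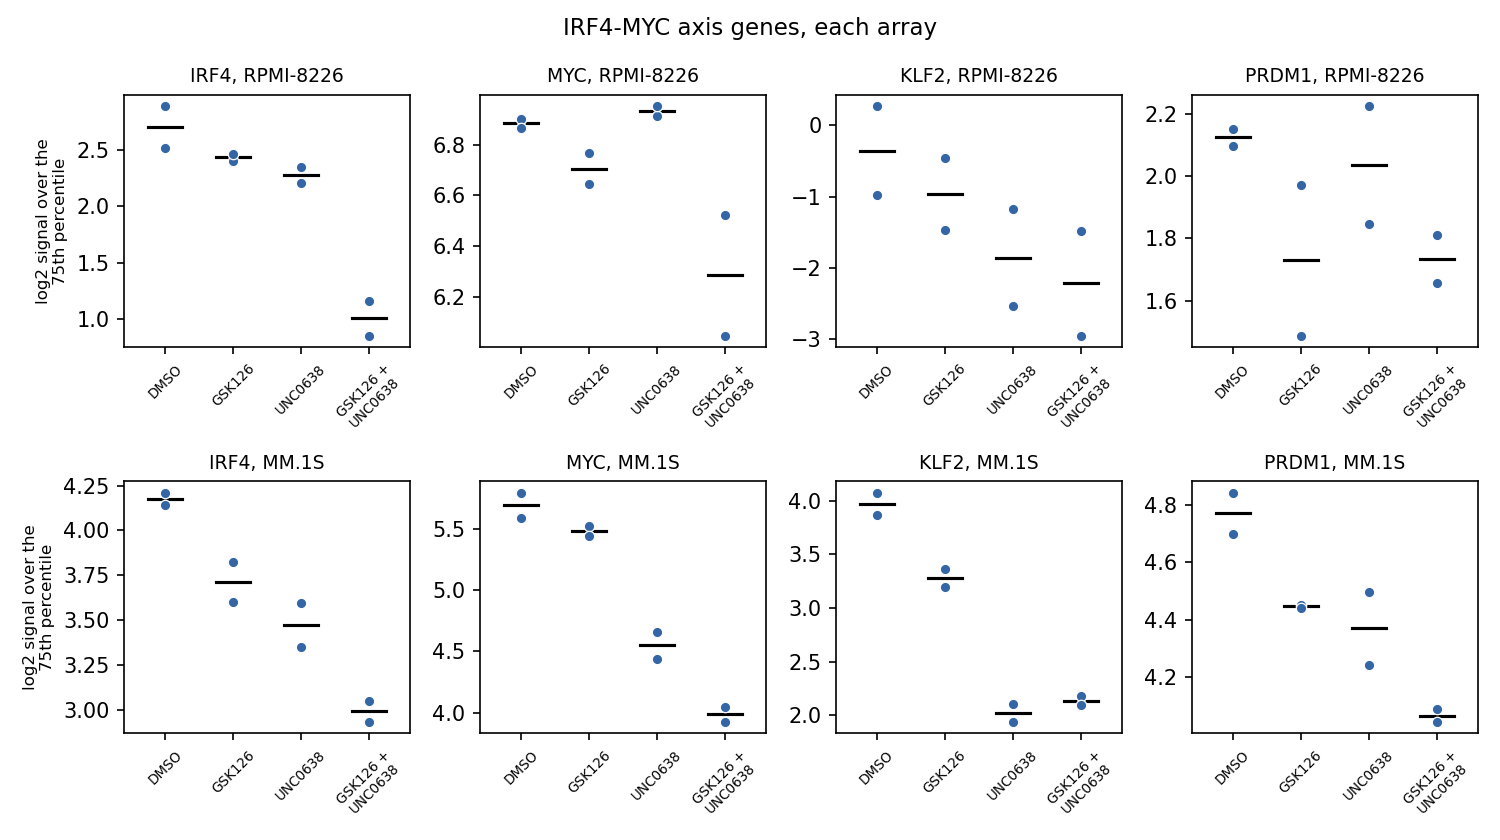
Log2 signal over the 75th percentile of each array for IRF4, MYC, KLF2 and PRDM1 (1 probe each) by treatment in RPMI-8226 and MM.1S cells. Each point is 1 array and each bar the mean of the 2 replicates, and KLF2 in RPMI-8226 cells shows the widest spread between replicates, with SDs between 0.71 and 1.04.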

Overall, our results suggest that dual inhibition of EZH2 and G9a exerts antimyeloma effects by activating IFN signaling and blocking the IRF4–MYC axis.

### Dual inhibition of EZH2 and G9a reactivates ERV genes in MM cells

Recent studies demonstrated that epigenetic drugs activate type I or type III IFN signaling in cancer cells by activating transcription of ERV genes^17,18^. We therefore assessed the expression of ERV genes in MM cell lines treated with EZH2/G9a inhibitors. qRT-PCR analysis revealed that multiple ERV genes were significantly upregulated by GSK126 + UNC0638 in RPMI-8226 and KMS-11 cells, although they were not induced in MM.1S cells (Fig. 5A and Supplementary Fig. S6A). This upregulation of ERV genes was confirmed by treating MM cells with a second set of EZH2/G9a inhibitors, EPZ-6438 and UNC0642 (Supplementary Fig. S7A).

**Fig. 5:**
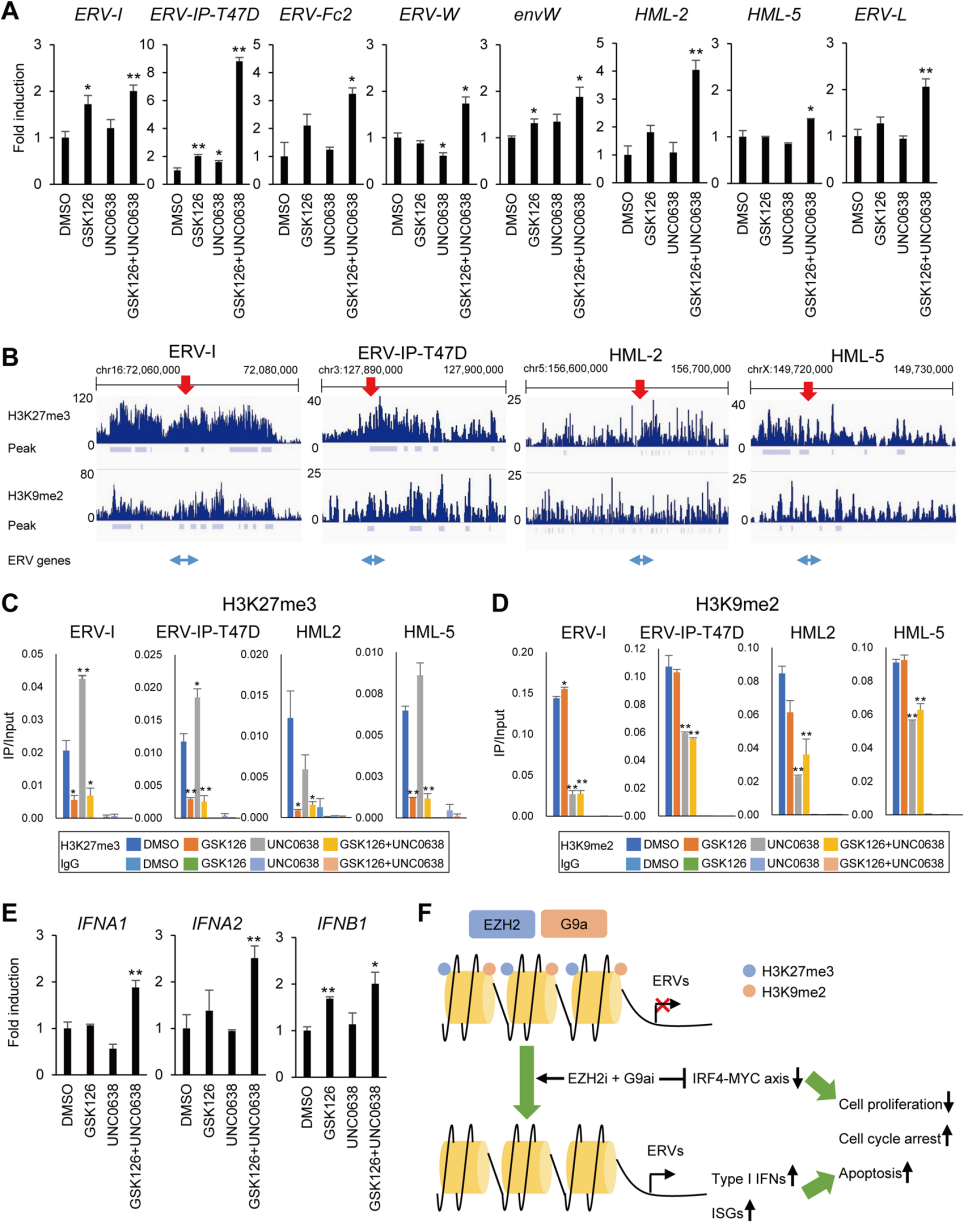
Activation of ERV gene transcription by EZH2 and G9a inhibition in MM cells. **A** qRT-PCR analysis of ERV genes in RPMI-8226 cells treated with the indicated inhibitors (1 μM each, 6 days). Results are normalized to cells treated with DMSO. Shown are means of three technical replications; error bars represent SEMs. **B** ChIP-seq analysis of ERV genes in RPMI-8226 cells. The numbers on the vertical axis indicate the numbers of sequence reads. Regions analyzed by ChIP-PCR are indicated by red arrows on the top, and the locations of ERV genes are indicated at the bottom. Peak, peaks detected by MACS2.0. **C**, **D** ChIP-qPCR analysis showing levels of H3K27me3 (**C**) and H3K9me2 (**D**) at ERV genes in RPMI-8226 cells treated with the indicated inhibitors. Results are normalized to respective input DNAs. Shown are means of three technical replications; error bars represent SEMs. **E** qRT-PCR analysis of interferon genes in RPMI-8226 cells treated with the indicated inhibitors. *P < 0.05, **P < 0.01. **F** Hypothesized mechanism of the antimyeloma effect of EZH2/G9a inhibition.

To clarify the mechanism underlying the activation of ERV gene transcription, we assessed histone modifications in MM cells. ChIP-seq and ChIP-qPCR analyses revealed enrichment of H3K27me3 and H3K9me2 in ERV gene regions, while transcriptionally active genes (e.g., *GAPDH* and *ACTB*) were depleted of these modifications (Fig. 5B and Supplementary Fig. S8A–D). Reductions in the levels of H3K27me3 and H3K9me2 in MM cells treated with the EZH2/G9a inhibitors were confirmed by ChIP-qPCR analyses (Fig. 5C, D and Supplementary Fig. S8E, F). This suggests that downregulation of repressive histone modifications may underlie the transcriptional activation of ERV genes in MM cells.

We next analyzed the expression of IFN genes in MM cells treated with the inhibitors. qRT-PCR analysis revealed the dual EZH2/G9a inhibition led to upregulation of *IFNA1*, *IFNA2*, and *IFNB1* (Fig. 5E and Supplementary Figs. S6B, S7B). By contrast, we observed no upregulation of type III IFN genes (*IFNL* family). This suggests that dual EZH2/G9a inhibition downregulates repressive histone marks in ERV genes, which leads to activation of type I IFN signaling in MM cells.

## Discussion

In this study, we found that dual inhibition of EZH2 and G9a exerts a strong antimyeloma effect by upregulating IFN signaling and suppressing the IRF4–MYC axis (Fig. 5F). Recent studies reported that elevated expression of *EZH2* and *EHMT2* is significantly associated with a poor prognosis in MM patients, which indicates that both EZH2 and G9a may be associated with progression of MM^8,19^.

EZH2 is a member of polycomb repressive complex 2 (PRC2) and catalyzes mono-methylation, di-methylation, and tri-methylation at H3K27^6^. Earlier studies showed that inhibition of EZH2 exerts antimyeloma effects through multiple mechanisms, including suppression of oncogenes, activation of tumor suppressor genes, and induction of cell cycle arrest and apoptosis^7–9^. G9a is a histone methyltransferase that catalyzes mono-methylation and di-methylation at H3K9^6^. Several studies have shown the antitumor effects of G9a inhibition in various human malignancies, including breast cancer, acute myeloid leukemia, and non-small cell lung cancer^20–22^. We and others also recently reported the antimyeloma effects of G9a inhibitors^10,19^. Although H3K27 and H3K9 methylation similarly control cellular processes through gene silencing, their functions have been investigated separately in most earlier studies^23,24^. However, more recent studies have begun to reveal that EZH2 and G9a act cooperatively to mediate gene silencing in both normal and cancer cells^13–15^. Our study is the first to show that dual targeting of EZH2 and G9a exerts a strong antitumor effect in MM.

Our transcriptome analysis revealed that dual EZH2/G9a inhibition activated type I IFN signaling in MM cells. IFN-α reportedly exerts an antimyeloma effect by inducing cell cycle arrest and apoptosis^25–28^. In addition, a more recent study showed that activation of STAT1 is required for IFN-α-induced apoptosis in MM cells^29^. IFN-α was first used as monotherapy to treat MM patients in the 1980s, and since the 1990s IFN-α-containing regimens have been used as a central maintenance therapy^30^. The precise mechanism underlying the antimyeloma effects of IFN-α remains unclear, however. A recent study showed that ISG15, an ISG we noted in the present study, induces apoptosis in MM cells^31^. These results suggest that activation of type I IFN signaling contributes to the antitumor effect of EZH2/G9a inhibition in MM.

Chemotherapeutic drugs often exert antitumor effects by inducing immune responses. For instance, by activating Toll-like receptor 3 (TLR3), anthracyclines stimulate production of type I IFNs by cancer cells, and tumors lacking TLR3 or IFN-α receptor fail to respond to anthracycline chemotherapy^32^. This suggests that “viral mimicry” mediated by anthracycline is essential for successful chemotherapy. The antitumor effects of DNMT inhibitors such as 5-azacytidine and 5-aza-2′-deoxycytidine are also associated with activation of IFN signaling^33^. DNMT inhibitors induce viral mimicry by activating ERV gene transcription in cancer cells^17,18,34^. Double-stranded RNAs (dsRNAs) derived from sense and antisense ERV genes transcripts activate cytosolic dsRNA sensors, including TLR3 and MAVS, causing type I or type III IFN responses. Moreover, another study showed that dual inhibition of DNMT and G9a induces upregulation of ERV gene expression and viral mimicry in ovarian cancer cells^35^. This suggests that methylation of both DNA and H3K9 is involved in the repression of ERV genes. Notably, in a murine MM model, a combination of DNMT and HDAC inhibitors also upregulated expression of an ERV gene and activated type I IFN signaling in tumor cells^36^. Taken together with those reports, our findings suggest that activation of type I IFN signaling through dual EZH2/G9a inhibition is due, at least in part, to activation of ERV gene transcription in MM.

A number of studies have demonstrated that EZH2 and G9a are involved in the regulation of immune responses in both normal and cancer cells. For instance, PRC2 represses hundreds of ISGs, cytokines, and cytokine receptors in cancer cells, while EZH2 inhibitors activate PRC2-repressed immune genes^37^. EZH2 negatively regulates mitochondria-mediated antiviral innate immune responses by blocking the RIG-I/MAVS RNA recognition pathway, and inhibition of EZH2 activates infection-induced IFN-β expression^38^. EZH2 inhibitors, including GSK126, reportedly induce a cellular antiviral state through upregulation of IFN-α and ISGs, and suppress infection by DNA and RNA viruses^39^. Moreover, SPARCS (stimulated three prime antisense retroviral coding sequences) were recently identified as a novel subclass of ERVs silenced by EZH2^40^. SPARCS are located in the antisense of the 3′ untranslated regions of IFN-stimulated genes, and low levels of EZH2 trigger expression of these ERVs when exposed to IFN-γ, leading to innate immune signaling in cancer. G9a and H3K9 methylation also suppresses expression of IFNs and ISGs, which leads to cell type-specific differences in IFN signaling. In mouse fibroblasts, G9a silences Ifnb1 and IFN-inducible gene expression, while G9a inhibition enhances resistance to viral infection^41^. In bladder cancer, high *EHMT2* expression is associated with poor clinical outcomes, and a novel dual G9a/DNMT inhibitor, CM-272, reportedly induces apoptosis and immunogenic cell death^42^. In the present study, dual targeting of EZH2 and G9a significantly affected expression of immune-related genes in MM cells, including IFNs and ISGs. The upregulated expression and decreased repressive histone modifications of multiple ERV genes suggest that derepression of ERVs may trigger IFN signaling in MM. However, although upregulation of ERVs through EZH2/G9a inhibition was observed in multiple MM cell lines (RPMI-8226 and KMS-11), expression of the ERVs tested remained unchanged in MM.1S cells. This suggests mechanisms other than de-repression of ERVs are also involved in the stimulation of IFN signaling in MM cells by EZH2/G9a inhibition.

We also found that inhibiting EZH2 and G9a downregulates important oncogenes, including *IRF4*, *MYC*, *KLF2*, and *PRDM1*, in MM cells. Although earlier studies showed that EZH2 inhibition reduces expression of *IRF4*, *MYC*, and *PRDM1* in MM, we found that the dual EZH2/G9a inhibition exerted greater suppressive effects than inhibition of either enzyme alone^8,9^. Survival of MM cells is strongly dependent on the IRF4–MYC axis, within which IRF4 and MYC reciprocally transactivate each other, generating an autoregulatory circuit in MM cells^16^. In addition, the KDM3A–KLF2–IRF4 axis also contributes to MM cell survival^43^. We previously showed that DOT1L inhibition leads to decreased H3K79 methylation and reduced expression of IRF4–MYC axis genes in MM^10^. Our present results suggest that targeting EZH2/G9a also blocks MM cell proliferation by suppressing this axis. However, further study will be necessary to clarify the mechanism by which EZH2/G9a inhibition leads to downregulation of these oncogenes.

In summary, we have shown that dual targeting of EZH2 and G9a is a potentially effective strategy for treating MM. The efficacies of the EZH2 inhibitors EPZ-6438 (also known as Tazemetostat) and GSK126 against various cancers, including B-cell lymphoma, have been tested in clinical trials^5,12^. By contrast, no G9a inhibitor is currently in clinical trials. Thus, development of a novel G9a inhibitor or a dual inhibitor of both EZH2 and G9a would be desirable. This study is the first to demonstrate a relationship between histone methylation and immune responses in MM. Recent studies have shown that epigenetic drugs such as DNMT and HDAC inhibitors can sensitize cancer cells to immune checkpoint inhibitors^17,44^. Further studies to clarify the clinical usefulness of the combination of histone methyltransferase inhibitors and immunomodulatory drugs (IMiDs) or immune checkpoint inhibitors in MM are warranted.

## Materials and methods

### Cell lines and reagents

MM cell lines (RPMI-8226, MM.1S, KMS-11, KMS-12BM, KMS-12PE, and U-266) were obtained and cultured as described previously^10^. Cell lines were authenticated using short tandem repeat analysis performed by JCRB (Tokyo, Japan) or BEX (Tokyo, Japan). They were also checked for mycoplasma with an EZ-PCR Mycoplasma Detection Kit (Biological Industries, Beit HaEmek, Israel) and were found to be negative. Total RNA was extracted using RNeasy Mini Kits (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. EZH2 inhibitors (GSK126 and EPZ-6438) were purchased from Chemietek (Indianapolis, IN, USA). G9a inhibitors (UNC0638 and UNC0642) were from Sigma-Aldrich (St. Louis, MO, USA).

### Drug treatment and cell viability assays

To assess the antiproliferative effects of the EZH2 and G9a inhibitors, MM cell lines (2 × 10^4^ to 1 × 10^5^ cells/well in 6-well plate) were treated with a single inhibitor (1 μM) or a combination of the two inhibitors (1 μM each) or with DMSO for up to 14 days, refreshing the medium and drugs every 3 days. Cell viability was assessed on days 3, 6, and 14 using a Cell Counting Kit-8 (Dojindo, Kumamoto, Japan) and a microplate reader (Model 680; Bio-Rad, Hercules, CA, USA) according to the manufacturer’s instructions.

### Xenograft studies

For xenograft studies, we used the ex vivo drug pre-treatment method^10^. RPMI-8226 cells were pretreated for 24 h with 1 μM GSK126 plus 1 μM UNC0638 or with DMSO, after which 1 × 10^7^ cells were suspended in 200 μl of RPMI-1640 medium and subcutaneously injected into the bilateral thighs of 6-week-old C.B-17 SCID female mice. A sample size of 5 was chosen for the xenograft study. No randomization was used, and the researchers were not blinded to the experiments. Tumor size was measured every 3 days using digital calipers, and tumor volume was calculated using the formula, length × width^2^/2. All animal experiments were conducted in compliance with a protocol approved by the Institutional Animal Care and Use Committee of Sapporo Medical University.

### Quantitative reverse transcription-PCR

Single-strand cDNA was prepared using PrimeScript RT Master Mix (Takara, Tokyo, Japan), after which the integrity of the cDNA was confirmed by amplifying β-actin (*ACTB*). Quantitative reverse transcription-PCR (qRT-PCR) was carried out using Power Up SYBR Green Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) and a 7500 Fast Real-Time PCR System (Thermo Fisher Scientific). Primer sequences and PCR product sizes are listed in Supplementary Table S1. Primers for endogenous retrovirus (ERV) genes were as described^45–47^.

### Western blot analysis

Total proteins were extracted using Cell Lysis Buffer (#9803, Cell Signaling Technology, Danvers, MA, USA) according to the manufacturer’s instructions. Histones were extracted using Triton Extraction Buffer (TEB) according to the protocol from Abcam (Cambridge, UK). Samples were separated using SDS-PAGE (12% acrylamide) and transferred to PVDF membranes (BioRad). The membranes were then blocked using TBST with 5% bovine serum albumin or Block Ace (KAC Co., Ltd., Kyoto, Japan) and incubated overnight with rabbit anti-Stat1 mAb (1:1000 dilution, #14994; Cell Signaling Technology), rabbit anti-phospho-Stat1 mAb (1:1000 dilution, #9167; Cell Signaling Technology), rabbit anti-Ezh2 mAb (1:1000 dilution, #5246; Cell Signaling Technology), rabbit anti-G9a/EHMT2 mAb (1:1000 dilution, #68851; Cell Signaling Technology), mouse anti-β-actin Ab (1:2000 dilution, #A5441; Sigma-Aldrich), mouse anti-mono-methyl histone H3K27 mAb (1:455 dilution, #61015; Active Motif Japan, Tokyo, Japan), rabbit anti-di-methyl histone H3K27 mAb (1:1000 dilution, #9728; Cell Signaling Technology), rabbit anti-tri-methyl histone H3K27 mAb (1:1000 dilution, #9733; Cell Signaling Technology), rabbit anti-mono-methyl histone H3K9 mAb (1:1000 dilution, #14186; Cell Signaling Technology), rabbit anti-di-methyl histone H3K9 mAb (1:1000 dilution, #4658; Cell Signaling Technology), rabbit anti-tri-methyl histone H3K9 mAb (1:1000 dilution, #13969; Cell Signaling Technology), or rabbit anti-H3 mAb (1:2000 dilution, #4499; Cell Signaling Technology). Signals were detected using HRP-conjugated secondary antibodies (Cell Signaling Technology). Luminescent signals were detected using an ImageQuant LAS-4000 mini image reader (GE Healthcare Japan, Hino, Japan).

### Flow cytometric analysis

MM cells were treated for 6 days with the EZH2 inhibitor GSK126 (1 μM), the G9a inhibitor UNC0638 (1 μM), a combination of the two, or DMSO as described above, after which cells were stained with propidium iodide (Dojindo) and a ApoScreen Annexin V Apoptosis Kit (Southern Biotech, Birmingham, AL, USA) according to the manufacturer’s instructions. Flow cytometric analysis was then performed using a BD FACSCant II (BD Biosciences, Franklin Lakes, NJ, USA) with BD FACSDiva software (BD Biosciences). Data were analyzed using FlowJo software version 10 (FlowJo LLC, Ashland, OR, USA).

### Gene expression microarray analysis

Gene expression was analyzed as described previously^10^. Briefly, 100 ng of total RNA were amplified and labeled using a Low-input Quick Amp Labeling kit One-color (Agilent Technologies, Santa Clara, CA, USA). The synthesized cRNA was hybridized to a SurePrint G3 Human GE microarray v2 (G4858A #39494; Agilent Technologies). The microarray data were then imported into Gene Spring GX version 14 (Agilent Technologies). Gene ontology and pathway analyses were also performed using Gene Spring GX. Gene set enrichment analysis (GSEA) was performed using a gene list for IFN-α/β signaling provided by WikiPathways (WP1835_101367). The Gene Expression Omnibus accession number for the microarray data is GSE155135.

### Chromatin immunoprecipitation sequencing and quantitative PCR

Chromatin immunoprecipitation (ChIP) was performed as described previously^10^. Briefly, 1 × 10^6^ cells were treated for 10 min with 0.5% formaldehyde. After washing, the cells were resuspended in 110 μL of lysis buffer and sonicated. Chromatin was immunoprecipitated for 12 h at 4 °C using 4 μL of rabbit anti-trimethyl histone H3K27 mAb (#9733, Cell Signaling Technology), 0.1 μL of rabbit (DA1E) mAb IgG XP isotype control (#3900, Cell Signaling Technology), 2.5 μL of mouse anti-di-methyl histone H3K9 mAb (#1220, Abcam) or 1 μL of mouse (G3A1) mAb IgG1 isotype control (#5415, Cell Signaling Technology). Before adding the antibody, 8 μL of each cell lysate was saved as an internal control for the input DNA. After washing, elution, reversal of the cross-links and DNA purification, ChIP sequencing (ChIP-seq) and quantitative PCR (ChIP-qPCR) were performed. For ChIP-seq, samples were prepared using a SMARTer ThruPLEX DNA-seq Kit (Takara) according to the manufacturer’s instructions and were sequenced using a NextSeq 550 system (Illumina, San Diego, CA, USA). Data analysis and ChIP-qPCR were carried out as described^10^. Locations of the ERV genes were identified by using the gEVE database (http://geve.med.u-tokai.ac.jp)^48^. Primers used in the qRT-PCR analysis of ERV genes were also used in the ChIP-qPCR analysis.

### Statistical analysis

To analyze EZH2 or G9a expression in clinical samples, published datasets (GSE5900, GSE6477, and GSE4581) were obtained from the Gene Expression Omnibus. Expression levels were analyzed using Student’s *t*-test. Kaplan–Meier curves were plotted to compare survival in two groups stratified based on expression levels of *EZH2* or *EHMT2*. Comparisons between groups were made using the log-rank test. Results of cell viability assays, qRT-PCR and ChIP-qPCR were analyzed using Student’s *t*-test or one-way ANOVA. Each analyzed dataset was derived from at least three independent experiments because statistical significance was observed using the indicated sample sizes. Values of *P* < 0.05 (two-sided) were considered significant. Data were analyzed using EZR version 1.32 (Saitama Medical Center, Jichi Medical University, Saitama, Japan).

## Supplementary information

Supplementary Figure legends

Supplementary Figure legends

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Figure 8

Supplementary Table legends

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

Supplementary Table 8

Supplementary Table 9

Supplementary Table 10

Supplementary Table 11

Supplementary Table 12

Supplementary Table 13

# Supplementary material for: Dual EZH2 and G9a inhibition suppresses multiple myeloma cell proliferation by regulating the interferon signal and IRF4-MYC axis
**Source:** Cell Death Discov. 2021 Jan 12;7:7. doi: 10.1038/s41420-020-00400-0
**Supplement:** Supplementary file 1 — Supplementary Figure legends

**Supplementary Figure legends**

**Supplementary Figure 1**

Western blot analysis showing levels of histone H3K9 and H3K27 methylation in sensitive (A) and resistant (B) multiple myeloma (MM) cell lines treated with a EZH2 inhibitor (GSK126, 1 μM, 6 days ) and/or a G9a inhibitor (UNC0638, 1 μM, 6 days). Histone H3 is shown as a loading control.

**Supplementary Figure 2**

Western blot analysis showing levels of Ezh2 and G9a in multiple myeloma (MM) cell lines. β-actin is shown as a loading control.

**Supplementary Figure 3**

Microarray analysis of gene expression in MM cells after EZH2 and G9a inhibition. 

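Each Venn diagram asks how many genes changed by a single agent also changed with the combination treatment. Counted here over probes, 768 of the 857 that rose more than 2-fold with GSK126 in RPMI-8226 cells also rose with the combination treatment (89.6%), and 614 of the 675 that rose with UNC0638 (91.0%). Of the falls, 88 of 185 with GSK126 (47.6%) and 131 of 241 with UNC0638 (54.4%) were shared. In MM.1S cells the shared rises were 808 of 989 with GSK126 (81.7%) and 1348 of 1456 with UNC0638 (92.6%), and the shared falls 81 of 185 (43.8%) and 321 of 467 (68.7%). The comparisons use the same DMSO arrays, so part of this overlap arises without any effect. Across all probes kept, the GSK126 and UNC0638 changes correlated with r = 0.37 in RPMI-8226 cells and 0.56 in MM.1S cells. Simulated groups without any change against the same DMSO arrays gave a median r of 0.50 in both cell lines over 100 draws, between 0.47 and 0.53. Equal noise and a shared DMSO mean give 0.50 by construction, so this value does not test whether the agents share effects. With each agent set against a different DMSO array, r was 0.141 and 0.171 in RPMI-8226 cells and 0.412 and 0.383 in MM.1S cells. These r do not concern the combination treatment.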

Shown are Venn diagrams of genes whose expression was up- or downregulated (> 2-fold) by the indicated drugs in the respective MM cell lines.

**Supplementary Figure 4**

qRT-PCR analysis of interferon-stimulated genes (ISGs) in MM.1S cells treated with an EZH2 inhibitor (EZP-6438, 1 μM, 6 days) and/or a G9a inhibitor (UNC0642, 1 μM, 6 days). Results are normalized to cells treated with DMSO. Shown are means of 3 technical replications; error bars represent standard errors of means (SEMs). **P*<0.05. ***P*<0.01.

**Supplementary Figure 5**

qRT-PCR analysis of IRF4-MYC axis genes in MM cell lines treated with the indicated inhibitors (1 μM each, 6 days). Results are normalized to cells treated with DMSO. Shown are means of 3 technical replications; error bars represent SEMs. **P*<0.05. ***P*<0.01.

**Supplementary Figure 6**

Upregulation of ERV and interferon genes in MM cells. (A,B) qRT-PCR analysis of ERV (A) and interferon genes (B) in KMS-11 cells treated with the indicated inhibitors (1 μM, 6 days). Results are normalized to cells treated with DMSO. Shown are means of 3 technical replications; error bars represent SEMs. **P*<0.05. ***P*<0.01.

**Supplementary Figure 7**

Upregulation of ERV and interferon genes by treatment with EPZ-5676 and UNC0642 in MM cells. (A,B) qRT-PCR analysis of ERV (A) and interferon genes (B) in RPMI-8226 cells treated with the indicated inhibitors (1 μM, 6 days). Results are normalized to cells treated with DMSO. Shown are means of 3 technical replications; error bars represent SEMs. **P*<0.05. ***P*<0.01.

**Supplementary Figure 8**

Activation of ERV gene transcription by EZH2 and G9a inhibition in MM cells. (A) ChIP-seq analysis of ERV genes in RPMI-8226 cells. The numbers on the vertical axis indicate the numbers of sequence reads. Regions analyzed by ChIP-PCR are indicated by red arrows on the top and locations of ERV genes are indicated at the bottom. Peak, peaks detected by MACS2.0. (B) ChIP-seq analysis of the housekeeping genes ACTB and GAPDH. Regions analyzed by ChIP-PCR are indicated by red arrows on the top. TSS, transcription start site. (C, D) ChIP-qPCR analysis showing levels of H3K27me3 (C) and H3K9me2 (D) at the ERV genes and housekeeping genes (ACTB and GAPDH) in RPMI 8226 cells. Results are normalized to the respective input DNAs. Shown are means of 3 technical replications; error bars represent SEMs. (E, F) ChIP-qPCR analysis showing levels of H3K27me3 (E) and H3K9me2 (F) at the ERV genes in RPMI-8226 cells treated with the indicated inhibitors. Results are normalized to respective input DNAs. Shown are means of 3 technical replications; error bars represent SEMs. **P*<0.05. ***P*<0.01.

# Supplementary material for: Dual EZH2 and G9a inhibition suppresses multiple myeloma cell proliferation by regulating the interferon signal and IRF4-MYC axis
**Source:** Cell Death Discov. 2021 Jan 12;7:7. doi: 10.1038/s41420-020-00400-0
**Supplement:** Supplementary file 11 — Supplementary Table legends

**Supplementary Table legends**

**Supplementary Table 1**

Sequences of the primers used in this study.

**Supplementary Table 2**

Genes whose expression was upregulated by GSK126 in RPMI-8226 cells.

**Supplementary Table 3**

Genes whose expression was upregulated by UNC0638 in RPMI-8226 cells.

**Supplementary Table 4**

Genes whose expression was upregulated by GSK126 + UNC0638 in RPMI-8226 cells.

**Supplementary Table 5**

Genes whose expression was downregulated by GSK126 in RPMI-8226 cells.

**Supplementary Table 6**

Genes whose expression was downregulated by UNC0638 in RPMI-8226 cells.

**Supplementary Table 7**

Genes whose expression was downregulated by GSK126 + UNC0638 in RPMI-8226 cells.

**Supplementary Table 8**

Genes whose expression was upregulated by GSK126 in MM.1S cells.

**Supplementary Table 9**

Genes whose expression was upregulated by UNC0638 in MM.1S cells.

**Supplementary Table 10**

Genes whose expression was upregulated by GSK126 + UNC0638 in MM.1S cells.

**Supplementary Table 11**

Genes whose expression was downregulated by GSK126 in MM.1S cells.

**Supplementary Table 12**

Genes whose expression was downregulated by UNC0638 in MM.1S cells.

**Supplementary Table 13**

Genes whose expression was downregulated by GSK126 + UNC0638 in MM.1S cells.

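Supplementary Tables S2–S13 list a fold change for each probe set that passed the paper's criteria, by cell line, treatment and direction. The tables hold 958 entries for RPMI-8226 cells and 3855 for MM.1S cells, where a probe listed for several treatments counts once for each. All were found on the arrays, with the direction of change that the tables give. Across the probes of a cell line and treatment, the log2 fold changes here and the paper's differed by a constant, with r = 1.00 across probes, which are not independent replicates. The value here minus the paper's lay between -0.00897, with UNC0638 in RPMI-8226 cells, and 0.0403, with the combination treatment in MM.1S cells, on the log2 scale. With this processing 951 of the 958 entries and 3650 of the 3855 changed more than 2-fold.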

How the deposited data were processed for this re-analysis (not part of the article)

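Gene expression was measured on 16 1-colour arrays, for RPMI-8226 and MM.1S cells given DMSO, GSK126 (1 µM), UNC0638 (1 µM) or both for 6 days, with 2 biological replicates per group. The authors amplified and labelled total RNA, hybridised each sample to its own array, and deposited the output of the scanner software, in which each spot has an intensity on a linear scale after background subtraction and detrending. The arrays had not been normalized against each other. A table of the whole series, also deposited by the authors, holds the same intensities rounded to 3 significant digits. After that rounding 99.9956% of 939472 values were equal.

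Control spots (4259 of 62976) and spots marked as outliers were left out. The log2 intensity minus the 75th percentile of its array was averaged over the spots of a probe. Probes well above background on both arrays of at least 1 group of the cell line were kept. The precision is limited by the 2 arrays per group and by signal over background, as a median of 49.8% of the spots of an array were well above it. Samples were grouped by cell line and treatment. Fold changes are differences of group means. limma (version 3.58.1, R 4.3.3) was fitted over the 8 arrays of a cell line, with lmFit and eBayes, and over all 16 arrays for differences between the cell lines, with Benjamini-Hochberg adjustment and a threshold of 0.05. The counts of probes past 2-fold carry no test. The paper's methods name Gene Spring GX as the software for the arrays, and the paper's statistics section names tests for the viability, qRT-PCR and ChIP-qPCR assays, but the text does not name a filter, normalization or test for the arrays.

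Gene lists were tested with limma's camera (correlation 0.01) and its fry, using for each gene the probe with the highest mean over the arrays, and ranked lists with fgsea (version 1.28.0, 10000 permutations). The lists were written by hand, after the paper and its tables, which give fold changes from these arrays, were read, and 60 of 60, 43 of 44, 66 of 66, 46 of 46, 86 of 86, 51 of 52 and 25 of 27 genes were found for IFN-α/β, interferon gamma, G1/S, G2/M, ribosome biogenesis, amino acid response and cholesterol synthesis. The zinc finger list of chromosome 19 was added after the data were seen. The design, the lists, the main processing and the alternatives other than those said to be added later were chosen before the data were examined, apart from those tables. Named genes are those the paper names, of which 1 is not reported here, the 5 probes with a gene symbol and the largest fitted rise or fall with the combination treatment in each cell line among those called and beyond both DMSO arrays, and the 5 with the largest smaller change of both cell lines in each direction.

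In RPMI-8226 cells same-numbered arrays deviated together from their group means in 6 of 6 pairs of groups, with r across probes between 0.254 and 0.415, so the replicate numbers were taken to pair the samples, from this check and the labels' numbers. The numbers also follow a date carried by the deposited files, whose meaning is not stated, and the row of the slide. The fits were tested on simulated data with 200 probes changed by 1.5 and a list of 50 genes changed by 0.75 on the log2 scale. For the combination treatment limma recovered 57.5% of the former over 23199 probes in RPMI-8226 cells, with 6 false among 124 calls, and 78.5% over 25102 probes in MM.1S cells, with 9 false among 193. The calls include those from the list. Of the unchanged simulated probes, 425 and 192 passed 2-fold.

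The alternatives tried were quantile normalization, normexp background correction (offset 50), no filter and a filter for all 8 arrays, the series table, the replicate number as a block, each array left out, an intensity-dependent prior variance, only the groups compared in the fit, 1 fit over all arrays, fry and an estimated correlation, the mean over the probes of a gene, 2-fold with limma's adjusted p or in both same-numbered pairs, and thresholds of 1.5-fold and 3-fold. A percentile over the probes detected on all arrays and 2 settings with a one-way ANOVA were added after the data were seen. A block for the slide was not run, since each cell line was on 1 slide. Random lists numbered 10000, matched on mean level in 20 bins, and 100 draws simulated the shared DMSO arrays. The gene ontology annotation and the pathway list of the paper were not used here, and the paper's experiments other than the arrays were not analysed here.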

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

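The zinc finger list with its test on the rest of chromosome 19, the test of the slide position for UNC0638, and the tests of the GSK126 difference in interferon genes were chosen only after the results were seen. The differences that follow are the change against DMSO in RPMI-8226 cells minus that in MM.1S cells, tested as an interaction over all 16 arrays. Each cell line was on its own slide, and an additive effect of a slide cancels in a change against DMSO on that slide, as does an effect of a column shared by both slides, since each treatment had the same column on both.

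limma's interaction test found a difference between the cell lines at 211 of 26931 probes for GSK126, 779 for UNC0638 and 3576 for the combination treatment, with 2823, 4968 and 7693 at an unadjusted p under the threshold. The difference was positive, a larger rise or a smaller fall in RPMI-8226 cells or opposite changes, at 96, 298 and 1960 of these. With the replicate number as a block the first 2 counts were 482 and 1459. Single arrays moved the counts, to 83 without MM.1S GSK126 replicate 1 and 566 without RPMI-8226 GSK126 replicate 2 for GSK126, to 320 without MM.1S UNC0638 replicate 2 and 1421 without RPMI-8226 DMSO replicate 1 for UNC0638, and to 1825 without MM.1S combination replicate 2 for the combination treatment. The 2 cell lines differ in origin, which stays open and untested as the reason.

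Among the genes named, limma's interaction for UNC0638 was 1.19 for MYC (adjusted p = 0.0216), -0.87 for IRF9 (adjusted p = 0.0494), -2.76 for IFIT1 (adjusted p = 0.0387) and -1.30 for ISG15 (adjusted p = 0.0462). For the combination treatment it was 1.11 for MYC (adjusted p = 0.0103), 0.81 for EZH2 (adjusted p = 0.0430) and 0.75 for GAPDH (adjusted p = 0.0286). It was also -3.44 for LEFTY2 (adjusted p = 0.00153), 2.05 for LOC643201 (adjusted p = 0.0155), 3.25 for SLC6A9 (adjusted p = 0.00376) and 1.81 for CHAC1 (adjusted p = 0.0445). Named probes not well above background on either array of 1 group were called too, but the size of their interaction is not measured. These included HULC (7.79), AGR2 (7.38), CXCL13 (-6.83), FAM5B (-6.72) and CDC14C (-3.18), at a limma adjusted p between 3.97e-06 and 0.00664. LEFTY2 in RPMI-8226 cells and LOC643201 in MM.1S cells were well above background on 1 of the 2 treated arrays, so the size of these changes is uncertain. GAPDH fell by 0.91 on the log2 scale in MM.1S cells and stayed below DMSO there under each scaling, while in RPMI-8226 cells its sign changed with quantile normalization. No explanation of these single genes was tested.

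The gene lists written by hand also differed. They were written after the paper's tables of fold changes from these arrays were read. The amino acid response list gave 0.56 (camera adjusted p = 1.10e-12, fry 0.00972) for GSK126, 0.76 (camera adjusted p = 7.37e-16, fry 0.00242) for UNC0638 and 0.79 (camera adjusted p = 3.24e-11, fry 0.00242) for the combination treatment, with 43 of 48, 44 of 48 and 44 of 48 genes at a positive difference. For the cholesterol list the differences were 0.66 (camera adjusted p = 9.41e-14, fry 0.00437), 0.26 (camera adjusted p = 0.00923, fry 0.127) and 0.74 (camera adjusted p = 3.44e-06, fry 0.00437), in 24 of 24, 21 of 24 and 23 of 24 genes. The ribosome biogenesis list gave 0.15 (camera adjusted p = 3.40e-04, fry 0.314), 0.53 (camera adjusted p = 5.25e-20, fry 0.00471) and 0.63 (camera adjusted p = 2.58e-14, fry 0.00437), in 73 of 86, 86 of 86 and 85 of 86 genes. Cell cycle lists differed for UNC0638, by 0.44 (camera adjusted p = 4.28e-12, fry 0.0188) for G1/S and 0.22 (camera adjusted p = 5.33e-04, fry 0.0272) for G2/M, and for the combination treatment, by 0.58 (camera adjusted p = 5.20e-13, fry 0.00437) and 0.37 (camera adjusted p = 4.92e-06, fry 0.00437). The UNC0638 difference of the cholesterol list was lost when 1 array was left out, RPMI-8226 UNC0638 replicate 2 (camera adjusted p = 0.121), and with quantile normalization (0.133), and lay between 4.40e-04 and 0.468 over its alternatives. The GSK126 difference of the ribosome list was lost without RPMI-8226 DMSO replicate 2 (camera adjusted p = 0.336). With a correlation estimated from the arrays camera called none of these, with adjusted p between 0.169 and 0.551.

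UNC0638 raised the IFN-α/β list more in MM.1S than in RPMI-8226 cells, by a median of -0.42 (camera adjusted p = 8.32e-09, fry 0.00437), in 49 of 60 genes. The interferon gamma list went the same way, by -0.41 (camera adjusted p = 1.63e-04, fry 0.0939). A single array does not account for the IFN-α/β difference, since it was called with each of 16 arrays left out, at a camera adjusted p of at most 4.14e-07. Dim probes do not either, since over the 46 genes well above background on all 16 arrays it was -0.316 (camera adjusted p = 4.65e-07, fry 0.0214). An effect of the position on 1 slide alone cannot be told apart from the treatment at this difference (-0.42), because each treatment had its own column. Also open is a difference between the cell lines in the response to G9a inhibition. With an estimated correlation camera gave an adjusted p of 0.169, with between 8.83e-10 and 0.169 over its alternatives.

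GSK126 raised the IFN-α/β list more in RPMI-8226 than in MM.1S cells, by 0.20 (camera adjusted p = 0.0114, fry 0.205), in 41 of 60 genes. This rests on 1 array, RPMI-8226 GSK126 replicate 1, without which the difference was 0.116 (camera adjusted p = 0.292). The call held in the other 15 of 16 cases. It was also lost without a filter on dim probes (camera adjusted p = 0.0680), and lay between 5.73e-04 and 0.379 over its alternatives. Dim probes do not account for it, with the same median of 0.195 over the 46 genes above background on all 16 arrays (camera adjusted p = 0.00793, fry 0.134). As for UNC0638, a position effect on 1 slide alone cannot be told apart from the treatment, at the difference of 0.195.

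In gene groups the paper does not report on, the combination treatment lowered the amino acid response list in RPMI-8226 cells, by a median of -0.49 (camera adjusted p = 1.25e-05, fry 0.00687), and in MM.1S cells, by -1.30 (camera adjusted p = 1.49e-09, fry 0.00151). The ribosome biogenesis list gave -0.34 (camera adjusted p = 5.39e-07, fry 0.0587) and -0.95 (camera adjusted p = 6.33e-18, fry 1.58e-04), and the cholesterol list gave -0.80 (camera adjusted p = 3.52e-04, fry 0.00687) in MM.1S cells. These kept their sign under each scaling. A general fall of bright probes does not account for them, since the medians lay below all 10000 lists matched on mean level, the higher of the amino acid and cholesterol medians in MM.1S cells being -0.80. In RPMI-8226 cells 8497 of the matched lists lay as low as the cholesterol list (-0.0925). Slower growth after 6 days of treatment stays open for these lists and was not tested.

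Zinc finger genes of chromosome 19 were another such group. With UNC0638 the median of 187 genes was -0.53 (camera adjusted p = 3.52e-29, fry 0.00111) in RPMI-8226 cells, where 160 were lower, and that of 195 genes was -0.31 (camera adjusted p = 7.39e-07, fry 4.75e-04) in MM.1S cells, where 161 were lower. The combination treatment gave -0.67 (camera adjusted p = 4.37e-15, fry 4.75e-04) and -0.40 (camera adjusted p = 1.55e-04, fry 4.75e-04), with 167 and 156 genes lower. Of single genes limma called 2 and 63 lower with UNC0638 and 70 and 96 with the combination treatment, and 0, 3, 2 and 11 higher. A general fall of dim probes does not account for this, since the UNC0638 median of -0.53 in RPMI-8226 cells lay below all 10000 lists matched on mean level. For UNC0638 in RPMI-8226 cells a change of the whole chromosome does not either, since its 911 other genes had a median of -0.0882. The other genes of the chromosome had medians of -0.19 with the combination treatment there, and in MM.1S cells of -0.15 with UNC0638 and -0.27 with the combination treatment, so a fall of the whole chromosome stays open for part of the change in these. The fall to -0.31 in MM.1S cells is what an effect of G9a inhibition in both cell lines needs, which may be part of the reason, as a hypothesis. Against an effect of G9a inhibition alone, GSK126 also gave -0.16 (camera adjusted p = 9.16e-04, fry 0.0855) in RPMI-8226 cells, with 136 genes lower and a median below all matched lists. That call was lost without DMSO replicate 1, at -0.0523 (camera adjusted p = 0.178), and with an estimated correlation (0.164), and lay between 3.44e-05 and 0.178 over its alternatives. In MM.1S cells GSK126 gave -0.0286 (camera adjusted p = 0.952). UNC0638 had the same column on both slides, so an effect of the column also stays open. Zinc finger genes elsewhere had medians of 0.00990 and -0.0384 with UNC0638. The sign for UNC0638, the combination treatment and GSK126 in RPMI-8226 cells held under each scaling. Cross-hybridisation between these similar genes was not tested and stays open, and with an estimated correlation camera gave 0.0619 and 0.101 in MM.1S cells.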

How the results depend on the processing

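Scaling on the probes detected on all 16 arrays, the ANOVA settings and the zinc finger list were chosen only after the results were seen. With the processing of the passages, limma called 139, 147 and 2870 probes against DMSO in RPMI-8226 cells and 1903, 7363 and 13520 in MM.1S cells for GSK126, UNC0638 and the combination treatment. In the same order, 857, 675 and 1936 probes rose and 185, 241 and 809 fell more than 2-fold in RPMI-8226 cells, and 989, 1456 and 2673 rose and 185, 467 and 1591 fell in MM.1S cells. Shared rises numbered 640 and shared falls 165. Of the values that answer a comparison, under the settings other than leaving out 1 array, 692 kept their direction and their side of the threshold, 155 counts or correlations moved, 27 lost their call, 12 gained one and 5 changed sign. Of the single genes and further gene lists, 966 kept both, 60 lost a call, 15 gained one and 16 changed sign. With the combination treatment, IRF4 was lower than DMSO and called in both cell lines under every setting run, and the IFN-α/β list was higher and called under every setting apart from the estimated correlation. The series table holds the scanner values rounded to 3 digits, so the 94 and 109 results computed from it, which are among those counted as kept, stayed the same and that setting tests nothing. A block for the slide or the scan was not run, because all 8 arrays of a cell line share 1 slide and 1 scan. Signal over background limits what can be measured, since between 46.5% and 52.8% of the spots of an array were well above it and a group below it gives a lower bound only. IL29 with the combination treatment in MM.1S cells was below it in both groups, so no fold change is followed for it.

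Quantile normalization took the place of the 75th percentile. ACTB with the combination treatment in MM.1S cells was 0.19 instead of -0.25 (limma adjusted p = 0.0840) and ACTB with the combination treatment in RPMI-8226 cells was 0.16 instead of -0.0973 (limma adjusted p = 0.437). The G1/S list with GSK126 in MM.1S cells was -0.0537 instead of -0.15 (camera adjusted p = 0.208) and the G2/M list with GSK126 in MM.1S cells was 0.0857 instead of -0.00343 (camera adjusted p = 0.0210). GAPDH with the combination treatment in RPMI-8226 cells was 0.0806 instead of -0.16 (limma adjusted p = 0.780) and PRDM1 with UNC0638 in MM.1S cells was -0.23 instead of -0.40 (limma adjusted p = 0.175). The cholesterol list with GSK126 in RPMI-8226 cells was 0.0424 instead of -0.0268 (camera adjusted p = 0.208) and the cholesterol list with UNC0638 in RPMI-8226 cells was 0.0430 instead of -0.0104 (camera adjusted p = 0.628). The IFN-α/β list with UNC0638 in RPMI-8226 cells was 0.00691 instead of -0.0190 (camera adjusted p = 0.946) and the interferon gamma list with UNC0638 in RPMI-8226 cells was 0.0395 instead of -0.0713 (camera adjusted p = 0.595). The ribosome list with GSK126 in RPMI-8226 cells was 0.00302 instead of -0.0512 (camera adjusted p = 0.981). limma called 4 for additivity in MM.1S cells and 82 for GSK126 against DMSO in RPMI-8226 cells. Shared falls numbered 260. limma called 1 with the combination treatment in MM.1S cells among the interferon gene probes. The correlation of the GSK126 and UNC0638 changes in MM.1S cells was 0.533. The correlation with the paper's table values across probes was 0.998 with GSK126 in MM.1S cells, 0.993 with the combination treatment in MM.1S cells, 0.998 with UNC0638 in MM.1S cells and 0.998 with the combination treatment in RPMI-8226 cells. The cause was not tested.

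Normexp with an offset of 50 adds to dim signals, which by construction shrinks the changes of dim probes. The G1/S list with GSK126 in RPMI-8226 cells was -0.0988 instead of -0.0838 (camera adjusted p = 0.0101) and the G2/M list with GSK126 in MM.1S cells was 0.00578 instead of -0.00343 (camera adjusted p = 0.634). IRF4 with GSK126 in MM.1S cells was -0.46 (limma adjusted p = 0.0316) and MYC with the combination treatment in RPMI-8226 cells was -0.60 (limma adjusted p = 0.0387). The cholesterol list with UNC0638 in RPMI-8226 cells was 0.00959 instead of -0.0104 (camera adjusted p = 0.731). limma called 5232 for the combination treatment against UNC0638 in MM.1S cells, 31 for additivity in MM.1S cells and 4 for additivity in RPMI-8226 cells. Rises numbered 155 with GSK126, 111 with UNC0638 and 725 with the combination treatment in RPMI-8226 cells. Rises numbered 163 with GSK126, 336 with UNC0638 and 1020 with the combination treatment in MM.1S cells. Falls numbered 21 with GSK126, 22 with UNC0638 and 209 with the combination treatment in RPMI-8226 cells. Falls numbered 32 with GSK126, 140 with UNC0638 and 784 with the combination treatment in MM.1S cells. Shared falls numbered 58 and shared rises numbered 203. limma called 0 (1 at an unadjusted p under the threshold) with GSK126 in MM.1S cells among the endogenous retrovirus probes. limma called 0 (1 at an unadjusted p under the threshold) with UNC0638 in MM.1S cells among the interferon gene probes. The correlation of the GSK126 and UNC0638 changes in MM.1S cells was 0.582. The correlation with the paper's table values across probes was 0.941 with GSK126 in MM.1S cells, 0.975 with the combination treatment in MM.1S cells, 0.964 with UNC0638 in MM.1S cells, 0.963 with GSK126 in RPMI-8226 cells, 0.977 with the combination treatment in RPMI-8226 cells and 0.963 with UNC0638 in RPMI-8226 cells. For the other changes the cause was not tested.

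Without a filter all 50599 probes entered the tests and the lists, so the adjustment covered more probes. The cholesterol list with GSK126 in RPMI-8226 cells was 6.95e-04 instead of -0.0268 (camera adjusted p = 0.796). At an unchanged value the limma adjusted p was 0.0965 for KLF2 with GSK126 in MM.1S cells (-0.69) and 0.118 for PRDM1 with UNC0638 in MM.1S cells (-0.40). camera gave, with the value as before, an adjusted p of 3.81e-04 for the G1/S list with GSK126 in RPMI-8226 cells (-0.0838) and 0.0680 for the IFN-α/β list in the cell line difference for GSK126 (0.20). limma called 5905 for the combination treatment against GSK126 in MM.1S cells, 515 for the combination treatment against UNC0638 in MM.1S cells, 419 for GSK126 against DMSO in MM.1S cells and 3791 for UNC0638 against DMSO in MM.1S cells. limma called 1638 for the combination treatment against DMSO in RPMI-8226 cells, 20 for GSK126 against DMSO in RPMI-8226 cells, 42 for UNC0638 against DMSO in RPMI-8226 cells and 6 for additivity in RPMI-8226 cells. limma called 118 in the cell line difference for GSK126 and 443 in the cell line difference for UNC0638. Rises numbered 1677 with GSK126, 1093 with UNC0638 and 3427 with the combination treatment in RPMI-8226 cells. Rises numbered 1576 with GSK126 and 2911 with UNC0638 in MM.1S cells. Falls numbered 590 with GSK126, 1012 with UNC0638 and 1440 with the combination treatment in RPMI-8226 cells. Falls numbered 959 with GSK126 and 1004 with UNC0638 in MM.1S cells. Shared falls numbered 252 and shared rises numbered 1075. limma called 0 (2 at an unadjusted p under the threshold) with GSK126 in MM.1S cells, 0 (4 at an unadjusted p under the threshold) with UNC0638 in MM.1S cells and 1 with the combination treatment in RPMI-8226 cells among the endogenous retrovirus probes. The correlation of the GSK126 and UNC0638 changes in MM.1S cells was 0.456. For the gene lists the cause was not tested.

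The stricter filter took only probes well above background on all 8 arrays, which left fewer probes and none that was absent in a group. The IFN-α/β list in the cell line difference for the combination treatment was 0.0301 instead of -0.0314 (camera adjusted p = 0.602). limma called 168 for the combination treatment against GSK126 in RPMI-8226 cells, 361 for the combination treatment against UNC0638 in RPMI-8226 cells, 61 for UNC0638 against DMSO in RPMI-8226 cells and 0 (577 at an unadjusted p under the threshold) for additivity in RPMI-8226 cells. limma called 137 in the cell line difference for GSK126. Rises numbered 298 with GSK126, 178 with UNC0638 and 783 with the combination treatment in RPMI-8226 cells. Rises numbered 426 with GSK126, 625 with UNC0638 and 1513 with the combination treatment in MM.1S cells. Falls numbered 60 with GSK126, 84 with UNC0638 and 469 with the combination treatment in RPMI-8226 cells. Falls numbered 62 with GSK126 and 277 with UNC0638 in MM.1S cells. Shared falls numbered 104 and shared rises numbered 247. limma called 0 (0 at an unadjusted p under the threshold) with UNC0638 in MM.1S cells among the interferon gene probes. The correlation of the GSK126 and UNC0638 changes in MM.1S cells was 0.590.

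The 75th percentile over probes detected on all 16 arrays, chosen after the data were seen, moved the median change of all probes with the combination treatment by 0.13 in RPMI-8226 cells and 0.18 in MM.1S cells. ACTB with the combination treatment in RPMI-8226 cells was 0.0323 instead of -0.0973 (limma adjusted p = 0.902) and the G2/M list with GSK126 in MM.1S cells was 0.0709 instead of -0.00343 (camera adjusted p = 0.357). IL28A with the combination treatment in MM.1S cells was 0.0967 instead of -0.0870 (limma adjusted p = 0.785) and PRDM1 with UNC0638 in MM.1S cells was -0.31 instead of -0.40 (limma adjusted p = 0.102). The cholesterol list with GSK126 in RPMI-8226 cells was 0.0213 instead of -0.0268 (camera adjusted p = 0.472) and the cholesterol list with the combination treatment in RPMI-8226 cells was 0.0370 instead of -0.0925 (camera adjusted p = 0.971). The chromosome 19 zinc finger list with GSK126 in MM.1S cells was 0.0457 instead of -0.0286 (camera adjusted p = 0.862). Falls numbered 872 with the combination treatment in MM.1S cells. Shared falls numbered 93. limma called 0 (2 at an unadjusted p under the threshold) with GSK126 in MM.1S cells and 0 (2 at an unadjusted p under the threshold) with UNC0638 in MM.1S cells among the endogenous retrovirus probes. A shift of all probes by 1 amount leaves their order as it was.

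The next setting let limma's prior variance follow the intensity. The value stayed while the limma adjusted p became 0.0153 for IRF4 with GSK126 in MM.1S cells (-0.46), 0.0248 for MYC with the combination treatment in RPMI-8226 cells (-0.60) and 0.0381 for PRDM1 with GSK126 in MM.1S cells (-0.32). limma called 5647 for the combination treatment against UNC0638 in MM.1S cells, 3933 for GSK126 against DMSO in MM.1S cells, 3 for additivity in MM.1S cells and 0 (848 at an unadjusted p under the threshold) for additivity in RPMI-8226 cells. limma called 2 with UNC0638 in MM.1S cells among the endogenous retrovirus probes. The cause was not tested.

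With only the 4 arrays of the groups compared in the fit, fewer degrees of freedom were left. Without a change of the value, the adjusted p from limma was 0.0875 for KLF2 with GSK126 in MM.1S cells (-0.69) and 0.101 for PRDM1 with UNC0638 in MM.1S cells (-0.40). limma called 495 for GSK126 against DMSO in MM.1S cells, 1466 for the combination treatment against DMSO in RPMI-8226 cells, 27 for GSK126 against DMSO in RPMI-8226 cells and 55 for UNC0638 against DMSO in RPMI-8226 cells. limma called 0 (2 at an unadjusted p under the threshold) with GSK126 in MM.1S cells among the endogenous retrovirus probes.

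A single fit over all 16 arrays gave both cell lines the same estimate of the spread. At an unchanged value the limma adjusted p was 0.604 for KLF2 with GSK126 in MM.1S cells (-0.69), 0.0386 for KLF2 with the combination treatment in RPMI-8226 cells (-1.85) and 0.0189 for MYC with the combination treatment in RPMI-8226 cells (-0.60). limma gave, with the value as before, an adjusted p of 0.144 for PRDM1 with UNC0638 in MM.1S cells (-0.40). limma called 792 for GSK126 against DMSO in MM.1S cells, 4234 for UNC0638 against DMSO in MM.1S cells, 6130 for the combination treatment against DMSO in RPMI-8226 cells and 578 for GSK126 against DMSO in RPMI-8226 cells. limma called 514 for UNC0638 against DMSO in RPMI-8226 cells. limma called 0 (1 at an unadjusted p under the threshold) with GSK126 in MM.1S cells among the endogenous retrovirus probes. The cause was not tested.

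For the gene lists, the mean over all probes of a gene replaced its brightest probe. The G1/S list with GSK126 in RPMI-8226 cells was -0.0958 instead of -0.0838 (camera adjusted p = 0.0163) and the G1/S list with UNC0638 in RPMI-8226 cells was -0.0193 instead of 6.84e-04 (camera adjusted p = 0.962). The IFN-α/β list with UNC0638 in RPMI-8226 cells was 0.00648 instead of -0.0190 (camera adjusted p = 0.962). The cause was not tested.

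The rotation test fry takes the correlation between genes from the residuals. The value stayed while the fry adjusted p became 0.327 for the G1/S list with GSK126 in MM.1S cells (-0.15), 0.205 for the IFN-α/β list in the cell line difference for GSK126 (0.20) and 0.0855 for the chromosome 19 zinc finger list with GSK126 in RPMI-8226 cells (-0.16).

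With the correlation estimated from the arrays, camera called 0 of the 42 tests and 0 of the 21 differences between the cell lines for the 7 lists written by hand, with 8 and 5 at an unadjusted p under the threshold, while fry called 25 and 12. The zinc finger list, adjusted on its own, was still called in RPMI-8226 cells with UNC0638 (camera adjusted p = 0.0195) and the combination treatment (camera adjusted p = 0.0347). Without a change of the value, the adjusted p from camera was 0.721 for the G1/S list with GSK126 in MM.1S cells (-0.15), 0.335 for the G1/S list with the combination treatment in MM.1S cells (-0.97) and 0.412 for the G1/S list with UNC0638 in MM.1S cells (-0.42). At an unchanged value the camera adjusted p was 0.504 for the G1/S list with the combination treatment in RPMI-8226 cells (-0.35), 0.257 for the IFN-α/β list with GSK126 in MM.1S cells (0.22) and 0.154 for the IFN-α/β list with the combination treatment in MM.1S cells (0.60). camera gave, with the value as before, an adjusted p of 0.154 for the IFN-α/β list with UNC0638 in MM.1S cells (0.48), 0.203 for the IFN-α/β list with GSK126 in RPMI-8226 cells (0.44) and 0.257 for the IFN-α/β list with the combination treatment in RPMI-8226 cells (0.73). The value stayed while the camera adjusted p became 0.379 for the IFN-α/β list in the cell line difference for GSK126 (0.20), 0.169 for the IFN-α/β list in the cell line difference for UNC0638 (-0.42) and 0.101 for the chromosome 19 zinc finger list with the combination treatment in MM.1S cells (-0.40). Without a change of the value, the adjusted p from camera was 0.0619 for the chromosome 19 zinc finger list with UNC0638 in MM.1S cells (-0.31) and 0.164 for the chromosome 19 zinc finger list with GSK126 in RPMI-8226 cells (-0.16).

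Replicate numbers were taken to pair the samples in RPMI-8226 cells, and the values with the replicate number as a block follow. The replicate numbers of both cell lines follow a date carried by the deposited files, whose meaning is not stated, and the row of the slide, so this block is also a block for both. At an unchanged value the limma adjusted p was 0.00125 for KLF2 with the combination treatment in RPMI-8226 cells (-1.85) and 0.0127 for KLF2 with UNC0638 in RPMI-8226 cells (-1.50). limma called 4759 for the combination treatment against DMSO in RPMI-8226 cells, 1276 for the combination treatment against GSK126 in RPMI-8226 cells, 1579 for the combination treatment against UNC0638 in RPMI-8226 cells and 512 for GSK126 against DMSO in RPMI-8226 cells. limma called 419 for UNC0638 against DMSO in RPMI-8226 cells, 482 in the cell line difference for GSK126 and 1459 in the cell line difference for UNC0638. Over the IFN-α/β list limma called 7 genes higher with GSK126 in RPMI-8226 cells, 27 with the combination treatment and 2 for it against GSK126. For the gene lists and named genes the block changed no other call against DMSO there. In MM.1S cells same-numbered arrays also deviated together, with r between 0.0847 and 0.225 over 6 pairs of groups, but in 5 of them only was r above 0.1, and the numbers were not taken to pair the samples. The replicate block gave 2470, 8635 and 14503 limma calls there for GSK126, UNC0638 and the combination treatment, and 0 for additivity, with 3402 at an unadjusted p under the threshold, each within 1.5 times of the count without it, and 1748, 7140 and 13293 of the calls against DMSO were shared.

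When limma's adjusted p was required besides 2-fold, fewer probes passed. Rises numbered 126 with GSK126 and 126 with UNC0638 in RPMI-8226 cells. Rises numbered 590 with GSK126 in MM.1S cells. Falls numbered 11 with GSK126, 18 with UNC0638 and 484 with the combination treatment in RPMI-8226 cells. Falls numbered 76 with GSK126 in MM.1S cells. The change was next required in both same-numbered pairs of arrays. Rises numbered 552 with GSK126 in RPMI-8226 cells. Rises numbered 613 with GSK126 in MM.1S cells. Falls numbered 76 with GSK126, 136 with UNC0638 and 412 with the combination treatment in RPMI-8226 cells. Falls numbered 82 with GSK126, 270 with UNC0638 and 1017 with the combination treatment in MM.1S cells. Shared falls numbered 64. A threshold of 1.5-fold was tried for the shared lists. Shared falls numbered 1219 and shared rises numbered 1347. So was a threshold of 3-fold. Shared falls numbered 26 and shared rises numbered 324. Chosen after the values were seen, the next setting took probes above background on all 8 arrays and past 2-fold, with a one-way ANOVA adjusted over the probes past 2-fold. Rises numbered 171 with GSK126, 116 with UNC0638 and 370 with the combination treatment in RPMI-8226 cells. Rises numbered 365 with GSK126, 599 with UNC0638 and 1410 with the combination treatment in MM.1S cells. Falls numbered 37 with GSK126, 47 with UNC0638 and 221 with the combination treatment in RPMI-8226 cells. Falls numbered 51 with GSK126 and 243 with UNC0638 in MM.1S cells. Shared falls numbered 37 and shared rises numbered 120. The last setting, also chosen after the values were seen, adjusted the ANOVA over all probes above background on all 8 arrays. Rises numbered 1 with GSK126, 1 with UNC0638 and 3 with the combination treatment in RPMI-8226 cells. Rises numbered 333 with GSK126, 575 with UNC0638 and 1278 with the combination treatment in MM.1S cells. Falls numbered 1 with GSK126, 0 (59 at an unadjusted p under the threshold) with UNC0638 and 1 with the combination treatment in RPMI-8226 cells. Falls numbered 38 with GSK126, 214 with UNC0638 and 1027 with the combination treatment in MM.1S cells. Shared falls numbered 0 (55 at an unadjusted p under the threshold) and shared rises numbered 3.

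With each array left out in turn, the lone array of its group is assumed to vary like the other groups, and an array is named by its treatment and replicate number. Of the values that answer a comparison, 658 kept direction and call, 127 moved, 17 lost a call, 5 gained one and 9 changed sign. Of the single genes and further lists 940 kept both, 44 lost a call, 14 gained one and 18 changed sign. IL28A with the combination treatment in MM.1S cells lay between -0.41 without DMSO 2 and 0.24 without DMSO 1 and IRF4 with UNC0638 in MM.1S cells lay between -0.82 without UNC0638 1 and -0.58 without UNC0638 2. KLF2 with GSK126 in MM.1S cells lay between -0.79 without DMSO 2 and -0.59 without DMSO 1 and KLF2 with GSK126 in RPMI-8226 cells lay between -1.23 without DMSO 1 and 0.0114 without DMSO 2. MYC with the combination treatment in RPMI-8226 cells lay between -0.84 without combination 2 and -0.36 without combination 1 and PRDM1 with UNC0638 in MM.1S cells lay between -0.53 without UNC0638 1 and -0.27 without UNC0638 2. PRDM1 with UNC0638 in RPMI-8226 cells lay between -0.28 without UNC0638 2 and 0.0992 without UNC0638 1 and the correlation of the GSK126 and UNC0638 changes in MM.1S cells lay between 0.518 without GSK126 1 and 0.595 without DMSO 1. The correlation of the GSK126 and UNC0638 changes in RPMI-8226 cells lay between 0.320 without GSK126 2 and 0.535 without DMSO 1. Across probes, r with the paper's table values went down to 0.987 with GSK126 in MM.1S cells, 0.997 with the combination treatment in MM.1S cells, 0.994 with UNC0638 in MM.1S cells, 0.982 with GSK126 in RPMI-8226 cells, 0.994 with the combination treatment in RPMI-8226 cells and 0.986 with UNC0638 in RPMI-8226 cells, and up to 1.00 for each.

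The G1/S list with GSK126 in RPMI-8226 cells lay between -0.19 without DMSO 2 and -0.0189 without DMSO 1 and the G1/S list with UNC0638 in RPMI-8226 cells lay between -0.10 without DMSO 2 and 0.0894 without DMSO 1. The G1/S list in the cell line difference for GSK126 lay between -0.0233 without RPMI-8226 DMSO 2 and 0.11 without RPMI-8226 DMSO 1 and the G2/M list with GSK126 in MM.1S cells lay between -0.0459 without DMSO 2 and 0.0512 without DMSO 1. The G2/M list with UNC0638 in RPMI-8226 cells lay between -0.16 without DMSO 2 and 0.00555 without DMSO 1 and the cholesterol list with GSK126 in RPMI-8226 cells lay between -0.0654 without GSK126 2 and 0.10 without GSK126 1. The cholesterol list with UNC0638 in RPMI-8226 cells lay between -0.11 without UNC0638 2 and 0.0802 without UNC0638 1 and the IFN-α/β list with UNC0638 in RPMI-8226 cells lay between -0.0631 without DMSO 1 and 0.0481 without UNC0638 1. The IFN-α/β list in the cell line difference for GSK126 lay between 0.12 without RPMI-8226 GSK126 1 and 0.33 without RPMI-8226 GSK126 2 and the IFN-α/β list in the cell line difference for the combination treatment lay between -0.12 without RPMI-8226 combination 2 and 0.0108 without RPMI-8226 DMSO 2. The interferon gamma list with UNC0638 in RPMI-8226 cells lay between -0.22 without DMSO 1 and 0.0761 without UNC0638 1 and the interferon gamma list in the cell line difference for the combination treatment lay between -0.29 without RPMI-8226 combination 2 and 0.15 without RPMI-8226 DMSO 2. The ribosome list with GSK126 in RPMI-8226 cells lay between -0.16 without DMSO 2 and 0.0349 without DMSO 1 and the ribosome list with UNC0638 in RPMI-8226 cells lay between -0.0494 without DMSO 2 and 0.16 without DMSO 1. The chromosome 19 zinc finger list with GSK126 in RPMI-8226 cells lay between -0.22 without DMSO 2 and -0.0523 without DMSO 1.

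Endogenous retrovirus probes called with GSK126 in MM.1S cells numbered 0 whichever array was left out, with at most 3 at an unadjusted p under the threshold and endogenous retrovirus probes called with the combination treatment in MM.1S cells lay between 0 without DMSO 1 (3 unadjusted) and 3 as with all arrays. Endogenous retrovirus probes called with UNC0638 in MM.1S cells lay between 0 without DMSO 1 (0 unadjusted), without DMSO 2 (2 unadjusted), without UNC0638 1 (1 unadjusted), without UNC0638 2 (0 unadjusted), without combination 1 (2 unadjusted) and without combination 2 (2 unadjusted) and 1 as with all arrays and interferon gene probes called with UNC0638 in MM.1S cells lay between 0 without UNC0638 1 (1 unadjusted) and 1 as with all arrays. limma calls for the combination treatment against GSK126 in MM.1S cells lay between 5632 without GSK126 2 and 8421 without DMSO 1 and limma calls for the combination treatment against UNC0638 in MM.1S cells lay between 152 without combination 2 and 1933 without combination 1. limma calls for GSK126 against DMSO in MM.1S cells lay between 234 without GSK126 1 and 1204 without combination 1 and limma calls for UNC0638 against DMSO in MM.1S cells lay between 3296 without UNC0638 2 and 7182 without combination 1. limma calls for additivity in MM.1S cells lay between 0 as with all arrays and 3 without UNC0638 1 and limma calls for the combination treatment against DMSO in RPMI-8226 cells lay between 893 without combination 1 and 2449 without GSK126 1. limma calls for the combination treatment against GSK126 in RPMI-8226 cells lay between 224 without combination 1 and 497 without DMSO 1 and limma calls for the combination treatment against UNC0638 in RPMI-8226 cells lay between 237 without combination 1 and 619 without DMSO 1. limma calls for GSK126 against DMSO in RPMI-8226 cells lay between 0 without GSK126 1 (1587 unadjusted) and 78 without combination 1 and limma calls for UNC0638 against DMSO in RPMI-8226 cells lay between 13 without UNC0638 1 and 108 without GSK126 1. limma calls for additivity in RPMI-8226 cells lay between 0 without DMSO 2 (989 unadjusted), without UNC0638 1 (687 unadjusted) and without UNC0638 2 (774 unadjusted) and 54 without combination 2 and limma calls in the cell line difference for GSK126 lay between 83 without MM.1S GSK126 1 and 566 without RPMI-8226 GSK126 2. limma calls in the cell line difference for the combination treatment lay between 1825 without MM.1S combination 2 and 4271 without RPMI-8226 DMSO 1 and limma calls in the cell line difference for UNC0638 lay between 320 without MM.1S UNC0638 2 and 1421 without RPMI-8226 DMSO 1. Falls over 2-fold with GSK126 in MM.1S cells lay between 185 as with all arrays and 287 without GSK126 1 and falls over 2-fold with GSK126 in RPMI-8226 cells lay between 185 as with all arrays and 488 without GSK126 2. Falls over 2-fold with UNC0638 in RPMI-8226 cells lay between 241 as with all arrays and 535 without DMSO 1. Beyond the array named, the cause of these changes was not tested.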

Differences from the paper's values

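The ANOVA settings and the scaling on detected probes were chosen only after the values were seen. The counts here take every probe well above background in at least 1 group whose mean changed more than 2-fold, and the paper's text does not name the filter or test behind its counts. The alternatives set before the data were examined were quantile normalization, normexp background correction, no filter, a filter for all 8 arrays, the series table values, 2-fold with limma's adjusted p, 2-fold in both same-numbered pairs, and each array left out. An alternative is named where its count lies within 1.5 times of the paper's, and those not named differ by more. A near count need not hold the same probes. With normexp 567 of the paper's 958 entries in RPMI-8226 cells and 2077 of 3855 in MM.1S cells were shared. The paper's fold changes differed from those here by a constant, with deviations of at most 6.53e-06 on the log2 scale, which argues against normexp.

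The paper counts 168 probe sets that rose with GSK126 in RPMI-8226 cells, and 857 were counted here. The count was 155 with normexp background correction and 126 with limma's adjusted p besides 2-fold. Chosen after seeing the values, the ANOVA adjusted over the probes past 2-fold gave 171. The paper counts 121 probe sets that rose with UNC0638 in RPMI-8226 cells, and 675 were counted here. It came to 111 under normexp background correction, 178 under the filter for all 8 arrays and 126 under limma's adjusted p besides 2-fold. Of settings chosen after seeing the values, the ANOVA adjusted over the probes past 2-fold gave 116. The paper counts 364 probe sets that rose with the combination treatment in RPMI-8226 cells, and 1936 were counted here, with none of the alternatives set beforehand within 1.5 times. Added after the values were seen, the ANOVA adjusted over the probes past 2-fold gave 370. The paper counts 151 genes that rose with GSK126 in RPMI-8226 cells, and 742 were counted here. Within 1.5 times were the 136 with normexp background correction and 111 with limma's adjusted p besides 2-fold. Among choices made after seeing the values, the ANOVA adjusted over the probes past 2-fold gave 152. The paper counts 104 genes that rose with UNC0638 in RPMI-8226 cells, and 581 were counted here. Normexp background correction gave 94, the filter for all 8 arrays gave 155 and limma's adjusted p besides 2-fold gave 108. Run only after the values were seen, the ANOVA adjusted over the probes past 2-fold gave 100. The paper counts 319 genes that rose with the combination treatment in RPMI-8226 cells, and 1636 were counted here, with none of the alternatives set beforehand within 1.5 times. Chosen after seeing the values, the ANOVA adjusted over the probes past 2-fold gave 325.

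The paper counts 37 probe sets that fell with GSK126 in RPMI-8226 cells, and 185 were counted here, with none of the alternatives set beforehand within 1.5 times. Of settings chosen after seeing the values, the ANOVA adjusted over the probes past 2-fold gave 37. The paper counts 44 probe sets that fell with UNC0638 in RPMI-8226 cells, and 241 were counted here, with none of the alternatives set beforehand within 1.5 times. Added after the values were seen, the ANOVA adjusted over the probes past 2-fold gave 47. The paper counts 224 probe sets that fell with the combination treatment in RPMI-8226 cells, and 809 were counted here. The count was 209 with normexp background correction. Among choices made after seeing the values, the ANOVA adjusted over the probes past 2-fold gave 221. The paper counts 24 genes that fell with GSK126 in RPMI-8226 cells, and 148 were counted here, with none of the alternatives set beforehand within 1.5 times. Run only after the values were seen, the ANOVA adjusted over the probes past 2-fold gave 23. The paper counts 39 genes that fell with UNC0638 in RPMI-8226 cells, and 209 were counted here, with none of the alternatives set beforehand within 1.5 times. Chosen after seeing the values, the ANOVA adjusted over the probes past 2-fold gave 43. The paper counts 177 genes that fell with the combination treatment in RPMI-8226 cells, and 614 were counted here. It came to 151 under normexp background correction. Of settings chosen after seeing the values, the ANOVA adjusted over the probes past 2-fold gave 181.

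The paper counts 332 probe sets that rose with GSK126 in MM.1S cells, and 989 were counted here. Within 1.5 times were the 426 with the filter for all 8 arrays. Added after the values were seen, the ANOVA adjusted over the probes past 2-fold gave 365 and the ANOVA adjusted over all probes gave 333. The paper counts 573 probe sets that rose with UNC0638 in MM.1S cells, and 1456 were counted here. The filter for all 8 arrays gave 625. Among choices made after seeing the values, the ANOVA adjusted over the probes past 2-fold gave 599 and the ANOVA adjusted over all probes gave 575. The paper counts 1315 probe sets that rose with the combination treatment in MM.1S cells, and 2673 were counted here. The count was 1020 with normexp background correction and 1513 with the filter for all 8 arrays. Run only after the values were seen, the ANOVA adjusted over the probes past 2-fold gave 1410 and the ANOVA adjusted over all probes gave 1278. The paper counts 301 genes that rose with GSK126 in MM.1S cells, and 857 were counted here. It came to 384 under the filter for all 8 arrays. Chosen after seeing the values, the ANOVA adjusted over the probes past 2-fold gave 327 and the ANOVA adjusted over all probes gave 298. The paper counts 488 genes that rose with UNC0638 in MM.1S cells, and 1183 were counted here. Within 1.5 times were the 531 with the filter for all 8 arrays. Of settings chosen after seeing the values, the ANOVA adjusted over the probes past 2-fold gave 510 and the ANOVA adjusted over all probes gave 490. The paper counts 1107 genes that rose with the combination treatment in MM.1S cells, and 2143 were counted here. Normexp background correction gave 884 and the filter for all 8 arrays gave 1266. Added after the values were seen, the ANOVA adjusted over the probes past 2-fold gave 1191 and the ANOVA adjusted over all probes gave 1088.

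The paper counts 55 probe sets that fell with GSK126 in MM.1S cells, and 185 were counted here. The count was 62 with the filter for all 8 arrays, 76 with limma's adjusted p besides 2-fold and 82 with 2-fold in both same-numbered pairs. Among choices made after seeing the values, the ANOVA adjusted over the probes past 2-fold gave 51 and the ANOVA adjusted over all probes gave 38. The paper counts 262 probe sets that fell with UNC0638 in MM.1S cells, and 467 were counted here. It came to 277 under the filter for all 8 arrays, 356 under limma's adjusted p besides 2-fold and 270 under 2-fold in both same-numbered pairs. Run only after the values were seen, the percentile of detected probes gave 360, the ANOVA adjusted over the probes past 2-fold gave 243 and the ANOVA adjusted over all probes gave 214. The paper counts 44 genes that fell with GSK126 in MM.1S cells, and 155 were counted here. Within 1.5 times were the 53 with the filter for all 8 arrays, 64 with limma's adjusted p besides 2-fold and 64 with 2-fold in both same-numbered pairs. Chosen after seeing the values, the ANOVA adjusted over the probes past 2-fold gave 43 and the ANOVA adjusted over all probes gave 33. The paper counts 203 genes that fell with UNC0638 in MM.1S cells, and 383 were counted here. The filter for all 8 arrays gave 217, limma's adjusted p besides 2-fold gave 287 and 2-fold in both same-numbered pairs gave 224. Of settings chosen after seeing the values, the percentile of detected probes gave 303, the ANOVA adjusted over the probes past 2-fold gave 192 and the ANOVA adjusted over all probes gave 166.

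The paper counts 115 probe sets that rose in both cell lines, and 640 were counted here, with none of the alternatives set beforehand within 1.5 times. Added after the values were seen, the ANOVA adjusted over the probes past 2-fold gave 120. The paper counts 97 genes that rose in both cell lines, and 555 were counted here, with none of the alternatives set beforehand within 1.5 times. Among choices made after seeing the values, the ANOVA adjusted over the probes past 2-fold gave 111.

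The paper counts 38 probe sets that fell in both cell lines, and 165 were counted here, with none of the alternatives set beforehand within 1.5 times. Run only after the values were seen, the ANOVA adjusted over the probes past 2-fold gave 37. The paper counts 19 genes that fell in both cell lines, and 119 were counted here, with none of the alternatives set beforehand within 1.5 times.

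The paper's table gives a log2 fold change of 1.44 for IRF9 with the combination treatment in MM.1S cells, and the value here is 1.48, a difference beyond the replicate SD. All entries of that table are higher here by an offset of 0.0403 on the log2 scale, which is the difference for IRF9 too. The IRF9 value lay within the SD with quantile normalization (1.47) and without DMSO replicate 2 (1.45), and not under the other alternatives.

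The paper states that a series of ISGs rose with GSK126 or UNC0638 in each cell line. With UNC0638 in RPMI-8226 cells the IFN-α/β list had a median of -0.0190 (camera adjusted p = 0.998), with between 0.344 and 0.999 over its alternatives, and limma called 0 of 55 genes higher, with 1 at an unadjusted p under the threshold. The median was above 0 with quantile normalization, with the mean over the probes of a gene, without DMSO replicate 2 and, at 0.0481, without UNC0638 replicate 1. With the replicate number as a block and with a variance trend limma also called 0, with 5 and 4 at an unadjusted p under the threshold. With GSK126 there it called 4 of the 55 genes higher, and 7 with the block. For MM.1S it called 16 of 58 with GSK126 and 30 with UNC0638. The paper states that IRF4, MYC, KLF2 and PRDM1 fell in cells given the inhibitors. Of the 4 genes in RPMI-8226 cells, 4, 3 and 4 were lower with GSK126, UNC0638 and the combination treatment, and limma called 0, 0 and 1. MYC with UNC0638 was 0.0485 (limma adjusted p = 0.966) there. For the combination treatment in RPMI-8226 cells limma called MYC with an eBayes trend (adjusted p = 0.0248), with normexp (0.0387), with 1 fit over 16 arrays (0.0189) and without replicate 2 of that treatment, with between 0.0189 and 0.319 over its alternatives. KLF2 was called with 1 fit over 16 arrays (limma adjusted p = 0.0386) and with the replicate block (0.00125), with between 0.00125 and 0.501 over its alternatives, and for UNC0638 with the replicate block (0.0127), with between 0.0127 and 1.000 over its alternatives. Another MYC probe was called there at -1.48 (limma adjusted p = 0.00443), and another PRDM1 probe at -0.85 (limma adjusted p = 0.0380). In MM.1S cells with GSK126, limma called IRF4 with the trend (adjusted p = 0.0153) and with normexp (0.0316), with between 0.0153 and 0.281 over its alternatives, and PRDM1 with the trend (0.0381), with between 0.0381 and 0.388 over its alternatives.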

Other observations

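The setting with an ANOVA, the test of the paper's lists against it and the scaling on detected probes were chosen only after the results were seen. So were the additivity tests of whole gene lists. With the combination treatment in MM.1S cells probes called lower outnumbered those called higher, 7953 against 5567. This excess depends on the scaling. Scaled on the probes detected on all 16 arrays, 7339 were higher and 5422 lower, so 57.5% of the calls rose, against 41.2% with all spots, 44.2% with quantile normalization and 40.6% with normexp. The scaling on detected probes adds the same 0.18 to the log2 change of every probe, so it moves calls from lower to higher by construction. The excess of falls held with quantile normalization and with normexp. The direction of the excess rests on which scaling is right, which cannot be told here, since no array measures a change shared by most genes.

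In RPMI-8226 cells 37 probes rose with the combination treatment beyond the sum of the single-agent changes by limma's test of additivity, and 1 fell short of it. Of the 37, 36 (97.3%) were not well above background with DMSO and with both single agents. For such probes a sum of single-agent changes is not measured, so a response below the detection limit may explain them as well as a departure from additivity. limma called 0 probes without RPMI-8226 DMSO replicate 2, without RPMI-8226 UNC0638 replicate 1 and without RPMI-8226 UNC0638 replicate 2, with 989, 687 and 774 at an unadjusted p under the threshold. It also called 0 with an eBayes trend and with a filter for probes well above background on all 8 arrays, with 848 and 577 at an unadjusted p under the threshold. In MM.1S cells it called 0, with 2457 at an unadjusted p under the threshold. Whole gene lists departed from additivity by camera with its preset correlation of 0.01. Neither fry nor an estimated correlation was run for these tests. With an estimated correlation camera called 0 of the 42 list tests against DMSO, so these adjusted p may be far too small. In MM.1S cells these were G1/S (-0.42, camera adjusted p = 1.82e-18), G2/M (-0.28, 1.51e-11) and ribosome (-0.22, 1.57e-12), with amino acid (0.39, 1.18e-12) and cholesterol (0.16, 0.00528) upward. In RPMI-8226 cells they were ribosome (-0.34, 5.34e-15) and G1/S (-0.24, 1.06e-07), with IFN-α/β (0.12, 0.0131) and interferon gamma (0.14, 0.0324) upward. The other lists were not called.

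Of 18 probes for endogenous retroviruses, 5 were kept in RPMI-8226 cells and 8 in MM.1S cells. limma called 0 in RPMI-8226 cells with any treatment, with 0 at an unadjusted p under the threshold, and the median log2 fold change with the combination treatment was 0.0606. In MM.1S cells it called 1, 1 and 3 lower with GSK126, UNC0638 and the combination treatment, and 0 higher, with medians of -0.0524, -0.0628 and -0.16. The probes called lower with the combination treatment were ERVMER34-1 at -0.70 (limma adjusted p = 0.0118), ERVMER34-1 at -0.81 (limma adjusted p = 0.0103) and ERVK13-1 at -0.62 (limma adjusted p = 0.0116), named after their values were seen. Without DMSO replicate 1 limma called 0, with 3 at an unadjusted p under the threshold, of them. The GSK126 call was lost without any 1 of the 8 arrays, and the UNC0638 call without either DMSO array, either UNC0638 array or either combination array. The paper reports multiple ERV genes by qRT-PCR as induced in RPMI-8226 and not in MM.1S cells, and these need not be the genes of the probes here. With so few probes above background the arrays cannot tell. For the interferon genes, 1 of 16 probes was kept in RPMI-8226 cells and 3 in MM.1S cells. IL29 rose at least 1.43-fold with UNC0638 in MM.1S cells (limma adjusted p = 0.0108), a call lost without UNC0638 replicate 1, and the IFNA2, IFNB1 and IL28B probes were not well above background on any array.

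The paper's tables hold 958 entries for RPMI-8226 cells and 3855 for MM.1S cells, a probe listed for several treatments counting once for each. With probes above background on all 8 arrays, a 2-fold change and a one-way ANOVA adjusted over the probes past 2-fold, 962 and 3798 entries counted the same way passed here, of which 941 and 3642 were in the paper's tables, or 98.2% and 94.5% of the paper's entries. Such a filter and test may be close to what was used, which the paper's text does not name.

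EZH2, whose product GSK126 inhibits, was -1.10 (limma adjusted p = 0.00348) with the combination treatment in MM.1S cells and -0.30 (limma adjusted p = 0.198) in RPMI-8226 cells. EHMT2, which encodes G9a, was -0.32 (limma adjusted p = 0.0347) and -0.53 (limma adjusted p = 0.164), and its MM.1S call was lost without any of 6 of the 8 arrays, with an adjusted p of up to 0.159, and without a filter, with only the groups compared in the fit, with 1 fit over 16 arrays and with the scaling on detected probes. Of common reference genes, GAPDH was -0.91 (limma adjusted p = 4.10e-04) and -0.16 (limma adjusted p = 0.562), the latter 0.0806 with quantile normalization. ACTB was -0.25 (limma adjusted p = 0.0509) in MM.1S cells, where it became 0.19 with quantile normalization. A second ACTB probe gave -0.0485 there (limma adjusted p = 0.650) and 0.0169 in RPMI-8226 cells (limma adjusted p = 0.943).

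The GSK126 and UNC0638 changes share their DMSO arrays. With each agent set against a different DMSO array, r across probes was 0.141 and 0.171 in RPMI-8226 cells and 0.412 and 0.383 in MM.1S cells. Probes are not independent replicates, and the difference between the cell lines was not tested.

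With the combination treatment the G2/M list had a median of -0.22 (camera adjusted p = 0.00801) in RPMI-8226 cells and -0.63 (camera adjusted p = 2.20e-08) in MM.1S cells, and the interferon gamma list 0.72 (camera adjusted p = 8.24e-07) in MM.1S cells. Without DMSO replicate 1 the G2/M call in RPMI-8226 cells was lost, and likewise with quantile normalization (camera adjusted p = 0.357), with between 8.34e-05 and 0.504 over its alternatives. The median, the mean and the test of a list differed in sign in a few cases in RPMI-8226 cells, all with small medians. With UNC0638 the interferon gamma list had a median of -0.0713 and a mean of 0.19, with camera upward. The cholesterol list had a median of -0.0268 and a mean of 0.0432 with GSK126, and -0.0104 and 0.0209 with UNC0638, with camera upward in both. For the IFN-α/β list with UNC0638 camera pointed upward and fry downward. In MM.1S cells the G2/M list with GSK126 had a median of -0.00343, with camera upward and fry downward.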
